# Differential transcriptome regulation by 3,5-T2 and 3′,3,5-T3 in brain and liver uncovers novel roles for thyroid hormones in tilapia

**DOI:** 10.1038/s41598-017-14913-9

**Published:** 2017-11-08

**Authors:** A. Olvera, C. J. Martyniuk, N. Buisine, V. Jiménez-Jacinto, A. Sanchez-Flores, L. M. Sachs, A. Orozco

## Abstract

Although 3,5,3′-triiodothyronine (T3) is considered to be the primary bioactive thyroid hormone (TH) due to its high affinity for TH nuclear receptors (TRs), new data suggest that 3,5-diiodothyronine (T2) can also regulate transcriptional networks. To determine the functional relevance of these bioactive THs, RNA-seq analysis was conducted in the cerebellum, thalamus-pituitary and liver of tilapia treated with equimolar doses of T2 or T3. We identified a total of 169, 154 and 2863 genes that were TH-responsive (FDR < 0.05) in the tilapia cerebellum, thalamus-pituitary and liver, respectively. Among these, 130, 96 and 349 genes were uniquely regulated by T3, whereas 22, 40 and 929 were exclusively regulated by T2 under our experimental paradigm. The expression profiles in response to TH treatment were tissue-specific, and the diversity of regulated genes also resulted in a variety of different pathways being affected by T2 and T3. T2 regulated gene networks associated with cell signalling and transcriptional pathways, while T3 regulated pathways related to cell signalling, the immune system, and lipid metabolism. Overall, the present work highlights the relevance of T2 as a key bioactive hormone, and reveals some of the different functional strategies that underpin TH pleiotropy.

## Introduction

Thyroid hormones (THs) are endocrine messengers that are well known for their pleiotropic physiological effects in vertebrates. THs regulate development and growth during the early stages of ontogeny, and are required to maintain the energetic balance throughout adulthood^1–3^. Although THs can exert non-genomic effects via membrane bound receptors, they primarily act on the genome by binding with their nuclear receptors (TRs), which function as ligand-dependent transcription factors. This in turn, induces the expression of TH-regulated genes. Compared to other TH metabolites, T3 exhibits the highest affinity for TRs, thus it has been considered the primary bioactive TH^4,5^. However, aside from its well-studied non-genomic effects^6,7^, previous data in teleosts^5,8^ and murine models^9,10^ have shown that 3,5-di-iodothyronine (T2), a product of T3 outer-ring deiodination, is also a transcriptionally bioactive hormone. However, despite this fact, it is greatly understudied when compared to T3. Indeed, we have demonstrated that similar to T3, T2 regulates the transcription of classical TH-regulated genes in the liver of at least two teleost species (killifish: *Fundulus heteroclitus* and tilapia: *Oreochromis niloticus*)^3,8^. The effects of T2 and T3 in the nucleus are mediated by at least two different TRβ1 isoforms that are present in all fish studied to date^5,11^. In the case of tilapia, the effects of T2 are mediated by the long (L-TRβ1) isoform that contains a 9 amino acid insert in its ligand-binding domain, in contrast to the short (S-TRβ1) isoform which lacks this insert and is only activated by T3. In unison, T3 and T2 differentially regulate the hepatic expression of S- and L-TRβ1, respectively *in vivo* and *ex vivo* ^3,5^. These data support the idea that each of these THs exert their biological effects through specific signalling pathways, thus we hypothesize that T3 and T2 can regulate different gene sets, therefore activating specific pathways at the transcriptomic level.

To determine the effect of T2 and T3 on gene regulation, we used an RNA-seq approach and analysed transcriptome modifications after 12 h exposure to T2 and T3 treatment in tilapia cerebellum, thalamus-pituitary and liver. Since T2 nuclear bioactivity has only been studied in the tilapia liver and no data exist for any other tissue, we chose these central nervous system (CNS) regions because THs are well-known modulators of cellular proliferation and neural differentiation in all vertebrates^2^. We show here that T2 plays a significant role, as does T3, in regulating gene transcription. However, T2 specifically regulates gene sets that are involved in pathways that affect particular biological processes, emphasizing its non-redundant role in teleostean physiology.

## Results

### Analysis of Differentially Expressed Genes (DEG)

Samples of the cerebellum, thalamus-pituitary and liver of tilapia that were treated with equimolar doses of T2 or T3 (25 nM) per 12 h (as well as tissues from non-TH treated controls) were sequenced using the Illumina GAIIx platform. 

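RNA-seq libraries were made from 2 samples per group for each tissue, 18 libraries in all. Each cerebellum or thalamus-pituitary sample pooled the tissue of 4 fish, and each liver sample came from 1 fish. The groups were fish kept for 12 h in water with 25 nM of T2 or T3 and untreated controls, aged 16 weeks by the paper and 4 months by the sample labels. To make the deposited values, the authors cleaned the reads, mapped them with Bowtie to the Ensembl coding sequences of the tilapia assembly Orenil1.0 and assigned them to transcripts with eXpress, which gives each transcript an effective count, adjusted for the part of its length from which fragments could come. Each library was deposited with 1 effective count for each of 26763 transcripts. In the cerebellum the effective counts added up to 5683139 and 2408635 in the controls, 1568851 and 5165818 with T2, and 3702247 and 4553514 with T3. The totals in the thalamus-pituitary were 5639662 and 4928524 in the controls, 4310026 and 4903199 with T2, and 5793070 and 2915645 with T3. In the liver they were 2090615 and 6403790 in the controls, 4508568 and 5022547 with T2, and 6585242 and 6129549 with T3. The medians of control, T2 and T3 were 4045887, 3367334 and 4127880 in the cerebellum, 5284093, 4606612 and 4354358 in the thalamus-pituitary, and 4247202, 4765558 and 6357396 in the liver. The paper's own numbers of mapped reads ranged from 1659861 to 5866975 per library. Effective counts were rounded to whole numbers and scaled by edgeR's TMM method. Levels of single genes are given as CPM, the share of a library's scaled total that a transcript took, for both libraries of a group. For each comparison, transcripts with enough counts in its 4 libraries (edgeR's filterByExpr, smallest count 10) were tested with edgeR's quasi-likelihood test, and p-values were adjusted by the Benjamini-Hochberg method. As in the paper, each transcript stands for a gene, and genes with an adjusted p-value under 0.05 were counted as changed. The files list transcripts by Ensembl identifier without a position. Symbols come from the part of Supplemental Data S5 held here, which pairs 1646 of the transcripts with a symbol.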

We previously showed that this hormone concentration and exposure period does not induce an hyperthyroidal state^8^. Following a quality control check, the resulting short reads were mapped to the tilapia coding sequences (CDS). The statistics for sequencing and mapping are shown in Supplemental Data S1. From the mapping results, we used the effective counts obtained with the eXpress program, to perform differential expression analysis. Gene expression data were obtained through the edgeR bioconductor by comparing the control condition *vs* T2- or T3-treated groups for each tissue (Supplemental Figure S2). A total of 169, 154 and 2863 differentially expressed genes (FDR < 0.05) were detected in the cerebellum, thalamus-pituitary and liver, respectively. 

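With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 0 genes were changed by T2 and 0 by T3 in the cerebellum, where 758 of 15271 and 1703 of 15770 tested genes had an unadjusted p-value under 0.05. In the thalamus-pituitary, 0 genes were changed by T2 (1034 of 16788 tested genes under the same unadjusted limit) and 1 by T3 (1503 of 16996). In the liver, 2290 of 10905 tested genes were changed by T2 and 1572 of 11556 by T3, 2531 by either hormone. The counts of the CNS moved most with edgeR's exact test, the test of the authors' Trinity workflow. After the same filter on low counts it called 45 genes with T2 and 168 with T3 in the cerebellum, 66 and 128 in the thalamus-pituitary, and 3027 and 2338 in the liver. Without a filter it called 37 genes with T2 and 140 with T3 in the cerebellum, 54 and 110 in the thalamus-pituitary, and 2468 and 1881 in the liver, and the numbers called with either hormone were 161, 148 and 2810. DESeq2, with its own size factors, called 17 and 92 genes in the cerebellum, 20 and 63 in the thalamus-pituitary, and 2293 and 1702 in the liver. Libraries were also simulated with the means and spread of the real ones and no change between groups. In 10 such draws the exact test, after the filter, called on average 33.6 genes with T2 and 35.1 with T3 in the cerebellum, 37.8 and 34.4 in the thalamus-pituitary, and 18 and 20 in the liver. When 200 genes were changed by a log2 fold of 2 in simulated libraries of the same size, the quasi-likelihood test recovered 82% of them in the cerebellum, 86.5% in the thalamus-pituitary and 44.5% in the liver. It also called 28, 24 and 15 unchanged genes. The changed genes were drawn from the better expressed ones, and changing 200 together makes the adjusted threshold easier to pass. These shares therefore do not measure how many real changes of that size the test would miss.

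**Figure D1:**
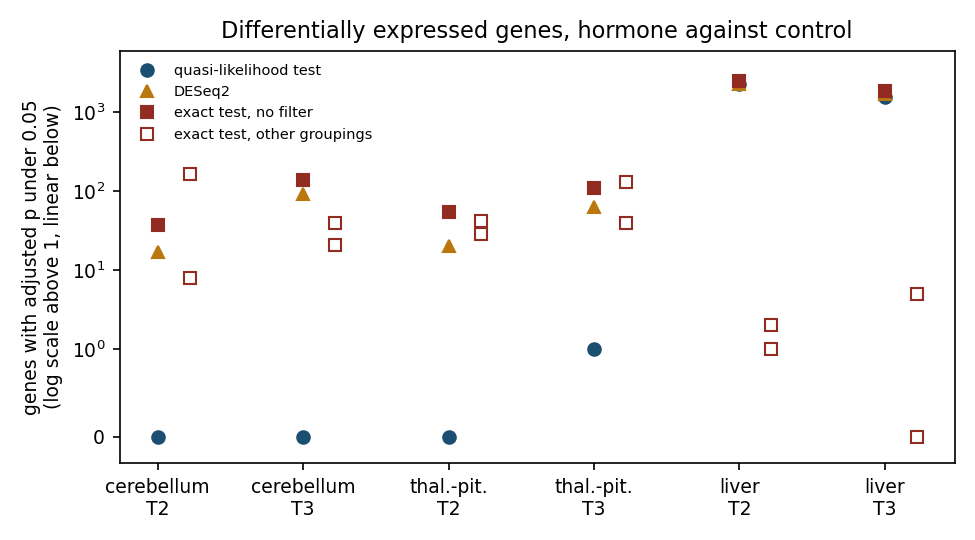
Number of genes with an adjusted p-value under 0.05 (vertical axis, logarithmic above 1 and linear below) for each tissue and hormone, by the quasi-likelihood test, DESeq2 and the exact test without a filter. Open squares give the exact test for the other groupings of the same 4 libraries, in which each group holds 1 control and 1 hormone library; they reach 163 genes in the cerebellum with T2 and 129 in the thalamus-pituitary with T3, and at most 5 in the liver.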

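The genes named here were chosen by a fixed rule, as the 3 with the largest change among those past the threshold, or with the smallest p-value where none passed it, when both hormone libraries lay on the same side of both controls. They are not all of those the rule gives, since 3 transcripts without a symbol, 1 in the thalamus-pituitary with T2 and 1 in the liver with each hormone, are left out. COX5B (ENSONIT00000015870) was the only gene past the threshold in the thalamus-pituitary. It measured 80.7 and 61.1 CPM in the controls and 5.59 and 6.03 with T3 (log2 fold change -3.62, standard error 0.23, adjusted p = 0.0367 from the quasi-likelihood test). In the cerebellum the same transcript lay far apart in the controls, at 1.79 and 47.3 CPM. In the cerebellum with T3, CABIN1 (ENSONIT00000013891) fell from 242 and 306 CPM to 104 and 102, and UNC79 (ENSONIT00000025396) rose from 36.9 and 35.8 to 85.1 and 92.8, each with an adjusted p = 0.215 from the same test of edgeR. Over the 5 alternatives for named genes, the adjusted p-value of CABIN1 ranged from 1.7e-11 to 0.234, and the exact test without a filter gave 2.44e-07 for UNC79. The quasi-likelihood test without the low-count filter, not among these 5, gave 0.0293 for CABIN1 and 0.0303 for UNC79. CABIN1 also fell in the cerebellum with T2, to 105 and 133 CPM (adjusted p = 0.619 from edgeR's quasi-likelihood test, 2.56e-05 from the exact test without a filter). TOP2A (ENSONIT00000025115) fell from 98.6 and 108 CPM in control cerebellum to 37.7 and 39.7 with T2 (adjusted p = 0.363 from edgeR's quasi-likelihood test, 3.47e-07 from the exact test without a filter and 0.000173 from DESeq2), and RP11-108O10.8 (ENSONIT00000006214) fell from 24.7 and 15.6 to 0 in both T2 libraries, at least 10.7-fold lower (0.447, 8.01e-10 and 0.000394 from the same tests, edgeR's first). The quasi-likelihood test without the low-count filter gave 0.0189 for TOP2A and 0.00965 for RP11-108O10.8. TOP2A also fell with T3, to 61.4 and 39.5 CPM (adjusted p = 0.328 from edgeR's quasi-likelihood test, 0.00248 from the exact test without a filter). Compared directly between T2 and T3, CABIN1 and TOP2A had adjusted p = 0.837 and 0.843 from edgeR's quasi-likelihood test. In the thalamus-pituitary with T2, ENSONIT00000022546, which has no symbol, rose from 21.9 and 17.6 CPM to 62.8 and 55.0 (adjusted p = 0.803 from edgeR's quasi-likelihood test, 2.91e-08 from the exact test and 0.000117 from DESeq2). Its adjusted p was 0.843 from the quasi-likelihood test without the low-count filter. In the liver, SULT2B1 (ENSONIT00000024671) was at least 8.81-fold higher with T2 than in the controls, where no read was counted (adjusted p = 0.0119 from edgeR), with 18.1 and 13.7 CPM. PSG6 (ENSONIT00000016527) and BRIX1 (ENSONIT00000009743) also had a count of 0 in both controls and were at least 13.6-fold and 12.6-fold higher with T3, or 7.9-fold and 12.3-fold by the lower T3 library alone (edgeR adjusted p = 0.0215 and 0.0129). Another transcript without a symbol, ENSONIT00000017270, fell from 25.9 and 54 CPM in the controls to 0 in both T2 livers, at least 72.1-fold lower, or 46.7-fold by the lower control alone (edgeR adjusted p = 0.0101).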

All gene expression data from the RNA-seq analysis is provided in Supplemental Data S3.

We identified a clear difference in the number of differentially expressed genes following T2 and T3 treatments in each tissue. The number of TH-regulated genes were higher in the liver than in the cerebellum or thalamus-pituitary. 

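Whether the response itself differed between tissues was tested with an interaction term in edgeR's quasi-likelihood model, fitted to the control and hormone libraries of both tissues. The T2 response in the liver differed from that in the cerebellum in 1259 of 17045 tested genes and from that in the thalamus-pituitary in 1651 of 17879. For T3 the numbers were 781 of 17379 and 840 of 18196. The change was more positive in the liver in 938 of the 1259 genes and 1152 of the 1651 with T2, and in 636 of the 781 and 683 of the 840 with T3. This balance depends on the test and the scaling, since the share that was more positive in the liver lay between 49.2% and 50.4% with DESeq2 and between 89.2% and 95.6% with libraries scaled by their total alone. With libraries scaled by their total alone the counts were 2126 and 2343 with T2 and 1602 and 1659 with T3. In simulated libraries the interaction test recovered 37 of 200 genes changed by a log2 fold of 2 in the liver alone, and it called 1 of 200 genes changed alike in both tissues.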

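A gene past the threshold with T2 and not with T3 was not thereby shown to respond differently, so the T2 and T3 libraries were also compared directly, without the controls. Such a comparison with edgeR's quasi-likelihood test gave 2 genes in the cerebellum, 9 in the thalamus-pituitary and 10 in the liver. In the liver 959 genes passed the threshold against the control with T2 alone and 241 with T3 alone. Of these, 6 and 2 passed it in the direct comparison. The alternative that moved the direct comparison most was the exact test without the low-count filter, which gave 98, 78 and 271 genes. With that test, 21 genes of the cerebellum passed the threshold against the control with T2 alone and 124 with T3 alone, of which 8 and 18 passed it in the direct comparison. In the thalamus-pituitary the numbers were 38 and 94 genes, of which 11 and 28 passed it, and in the liver 929 and 342, of which 120 and 45 did. The 2 genes of the cerebellum were RPS12 (ENSONIT00000000550) and ENSONIT00000004104. RPS12 measured 486 and 400 CPM in the cerebellum with T2 and 34.5 and 44 with T3, while the controls stood at 23.7 and 421, one beside each hormone.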

When comparing T2 and T3 responsive genes, we observed that 130, 96 and 349 genes were uniquely regulated by T3, whereas 22, 40 and 929 were uniquely regulated by T2 in the cerebellum, thalamus-pituitary and liver, respectively. 

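In the liver 1331 genes, 52.6% of those changed by either hormone, were changed by both. By the exact test without the low-count filter, 16 genes of the cerebellum (9.9%), 16 of the thalamus-pituitary (10.8%) and 1539 of the liver (54.8%) were called with both hormones. As both comparisons use the same controls, some overlap arises with nothing changed. In the simulated libraries without change, the exact test after the filter called on average 6.6 genes of the cerebellum, 6.4 of the thalamus-pituitary and 3.3 of the liver with both, against 20, 20 and 1971 in the real libraries. The T2 and T3 log2 fold changes correlated across genes with a Pearson's r of 0.434 in the cerebellum (16302 genes), 0.511 in the thalamus-pituitary (17394) and 0.856 in the liver (12029). Genes are not independent replicates, so no p-value is given. In 100 draws without change, the shared controls alone gave an r between 0.466 and 0.521 in the cerebellum, 0.465 and 0.509 in the thalamus-pituitary, and 0.56 and 0.61 in the liver. The alternative that moved r most was to set each hormone against a different control. It gave -0.03 and -0.06 in the cerebellum, -0.027 and 0.04 in the thalamus-pituitary, and 0.537 and 0.543 in the liver.

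**Figure D2:**
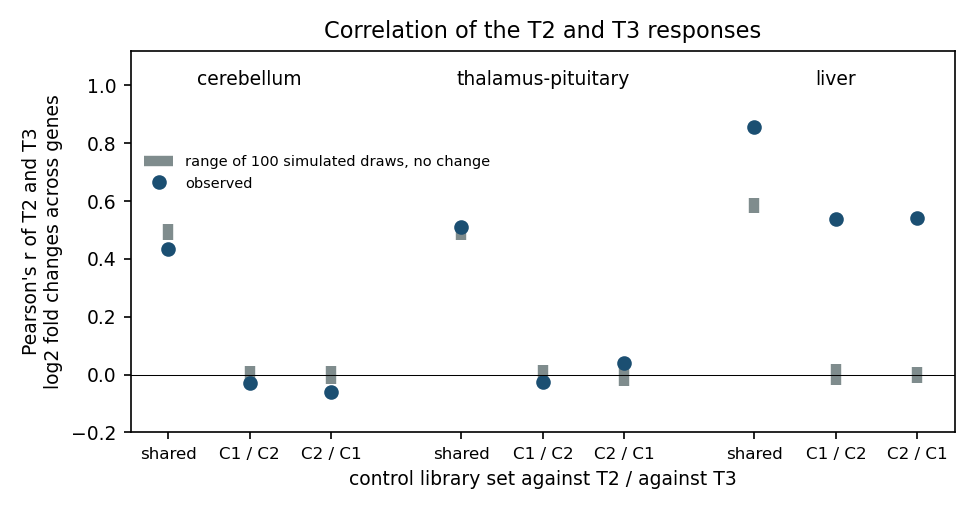
Pearson's r across genes between the T2 and T3 log2 fold changes (vertical axis) in each tissue, with both controls used for both hormones (shared) or with T2 and T3 set against different controls (C1 is control 1, C2 is control 2). Points are the observed values and grey bars the range over 100 simulated draws in which nothing changed; with separate controls the observed r of the liver stays above 0.5.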

In tissues of the CNS, we observed a greater number of T2- or T3-specific responsive genes compared to those regulated by both hormones (12%), contrary to what was observed in the liver where the majority of genes were regulated by both thyronines (55%). Furthermore, a greater number of genes were regulated by T2 in the liver, while T3 regulated a higher number of genes in the cerebellum and thalamus-pituitary (Fig. 1). 

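Depth differed between the groups, so the libraries were also thinned to a common total of 1568759 counts. The exact test without the low-count filter then called 26 genes with T2 and 81 with T3 in the cerebellum, 30 and 79 in the thalamus-pituitary, and 2074 and 1458 in the liver. For each tested gene it was also asked whether all values of the hormone group lay above or below all values of the controls. With 2 libraries against 2, chance gives such a separation in 33.3% of genes. The share was 34.5% with T2 and 43.8% with T3 in the cerebellum, 38.2% and 41.5% in the thalamus-pituitary, and 66.4% and 63% in the liver.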

In each tissue, we also examined how many T2 or T3 responsive genes were specifically up- or down-regulated. 

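Of the genes past the threshold of the quasi-likelihood test in the liver, 1325 were up-regulated and 965 down-regulated by T2, and 988 were up-regulated and 584 down-regulated by T3. This split depends on the scaling. When libraries were scaled by their total alone, the median log2 fold change of all liver genes moved to 0.61 with T2 and 0.54 with T3, and the split became 2576 up and 339 down with T2, and 2191 up and 201 down with T3. By the exact test without a filter, 8 genes were up-regulated and 29 down-regulated by T2 in the cerebellum, and 73 were up-regulated and 67 down-regulated by T3. In the thalamus-pituitary the same test gave 21 up and 33 down with T2, and 34 up and 76 down with T3. The split with T3 in the cerebellum depends on the method, with 80 up and 88 down by the exact test after the filter, and 25 up and 67 down by DESeq2. The 2 do not cover the same genes. In this comparison DESeq2 gave no adjusted p-value to some well-counted genes, among them UNC79 (206 and 87 counts in the controls, 316 and 430 with T3) and TOP2A. After the filter the exact test gave 13 up and 32 down with T2 in the cerebellum, and 31 up and 35 down with T2 and 43 up and 85 down with T3 in the thalamus-pituitary. DESeq2 gave 4 up and 13 down, 7 up and 13 down, and 16 up and 47 down.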

We noted that both thyronines had a tendency to primarily up-regulate genes in the liver, while the hormones down-regulated many genes in the CNS. (Fig. 1).

**Figure 1:**
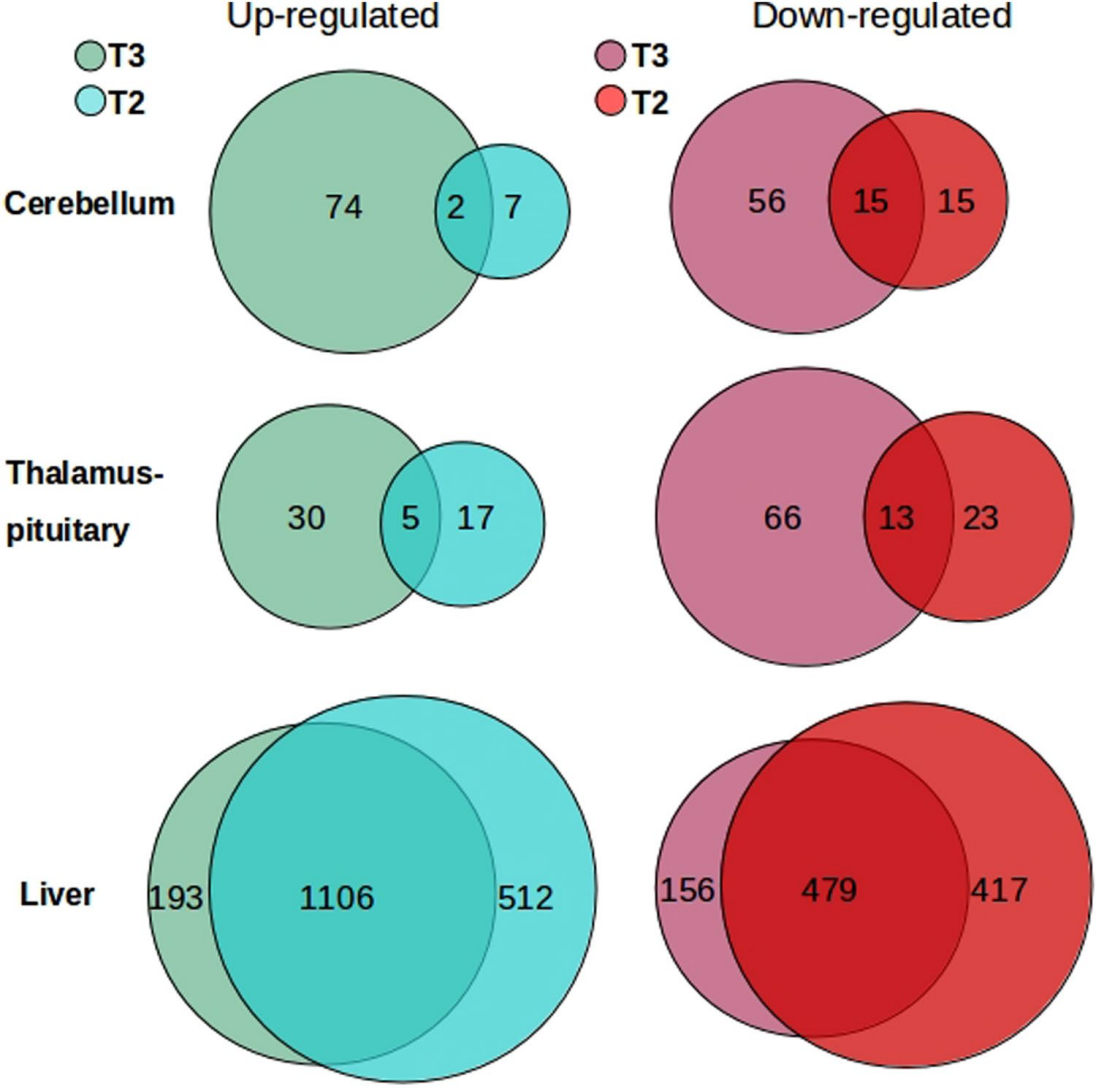
Comparison of TH-regulated genes. Venn diagrams show the number of differentially expressed genes per tissue (FDR < 0.05), up- (green) and down-regulated (red) for T2 and T3. Intersection of circles represents the number of genes regulated by both hormones and the difference represents the genes regulated specifically by either T2 or T3.

To confirm and validate some of the results obtained from the differential expression analysis, we validated two genes per tissue that were specifically up-regulated by either T2 or T3 and quantified expression using real-time PCR (RT-qPCR). This independent experiment in tilapia juveniles followed the methods as for RNA-seq (see Materials and Methods). 

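The part of the supplement held here pairs no transcript with the symbol LUC7L, and the nearest, LUC7L2 (ENSONIT00000025134), was used. Its log2 fold change in the authors' deposited table is 4.89, against 4.39 in the paper for LUC7L, so it may not be the transcript that the paper means. Its level in the cerebellum was 0.179 and 1.23 CPM in the controls and 30.1 and 6.76 with T2. The controls held at most 3 counts, so the level was at least 14.9-fold higher with T2, and at least 5.47-fold by T2 replicate 2 alone, as the mean rests on T2 replicate 1, the shallowest library (adjusted p = 0.935 from edgeR's quasi-likelihood test). Over the 5 alternatives the adjusted p-value ranged from 0.00987, with the exact test without a filter, to 0.998, and it was 0.0208 with DESeq2. USP40 (ENSONIT00000001666) had a count of 0 in both controls of the cerebellum and 11.3 and 4.53 CPM with T3, at least 6.41-fold higher, or 3.67-fold by the lower T3 library alone (adjusted p = 0.328 from the quasi-likelihood test of edgeR). Its adjusted p-value ranged from 0.000684, with the exact test, to 0.391 over the alternatives.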

Data were congruent with RNA-seq (Supplemental Figure S4) for luc7-like 1 (LUC7L, p < 0.001) and ubiquitin-specific peptidase 40 (USP40, p < 0.001) following treatment with T2 or T3, respectively, in the cerebellum. Data for anaphase promoting complex subunit 11 (APC11, p < 0.001) and anserinase (ANSN, p < 0.05) were also consistent between RNA-seq and RT-qPCR following treatment with T2 or T3, respectively, in the thalamus-pituitary. 

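APC11, listed as ANAPC11 (ENSONIT00000004192), measured 0.905 and 1.02 CPM in control thalamus-pituitary and 9.59 and 17.9 with T2. The log2 fold change was 3.81 (standard error 0.49, adjusted p = 0.803 from edgeR's quasi-likelihood test) and stayed between 3.29 and 4.19 with each library left out in turn. Its adjusted p-value ranged from 3.88e-05, with the exact test without a filter, to 0.839 over the alternatives, and was 0.00148 with DESeq2. Anserinase, listed as CNDP1 (ENSONIT00000010037), measured 6.15 and 6.13 CPM in the controls and 4.72 and 431 with T3. The log2 fold change of 5.11 (standard error 1.77, adjusted p = 0.527 from the same test of edgeR) rested on T3 replicate 2, and without that library it was -0.40. The adjusted p-value of CNDP1 ranged from 0.0108, again with the exact test, to 0.656.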

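SQSTM1 (ENSONIT00000000125) measured 0.602 and 0.76 CPM in the control livers and 2.9 and 6.83 with T2. Its log2 fold change was 2.63 (standard error 0.79, adjusted p = 0.0648 from edgeR's quasi-likelihood test), between 1.90 and 3.11 with each library left out in turn. Over the alternatives that gave one, its adjusted p-value ranged from 0.0281, with libraries scaled by their total alone, to 0.0994, and the exact test without a filter gave 0.0472.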

The expression level response of sequestosome 1 (SQSTM1, p < 0.001) was also consistent between techniques following treatment with T2 in the liver. However, ATPase H+/K+ exchanging alpha polypeptide (ATPase) mRNA levels did not significantly differ among groups according to qPCR analysis, possibly due to the high biological variability in the samples.

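No symbol in the part of the supplement held here, which lacks most of the liver clusters, stands for the H+/K+ ATPase, and the transcript used (ENSONIT00000007529) was identified only by the log2 fold change that the paper reports for this gene. It had a count of 0 in both control livers and both T2 livers. The T3 livers measured 181 and 2.38 CPM, at least 50.9-fold higher than the controls, but only 1.32-fold by T3 replicate 2 alone (adjusted p = 0.107 from edgeR's quasi-likelihood test), with nearly all of the counts in T3 replicate 1. Its adjusted p-value ranged from 7.58e-06, with the exact test without a filter, to 0.108 over the alternatives.

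**Figure D3:**
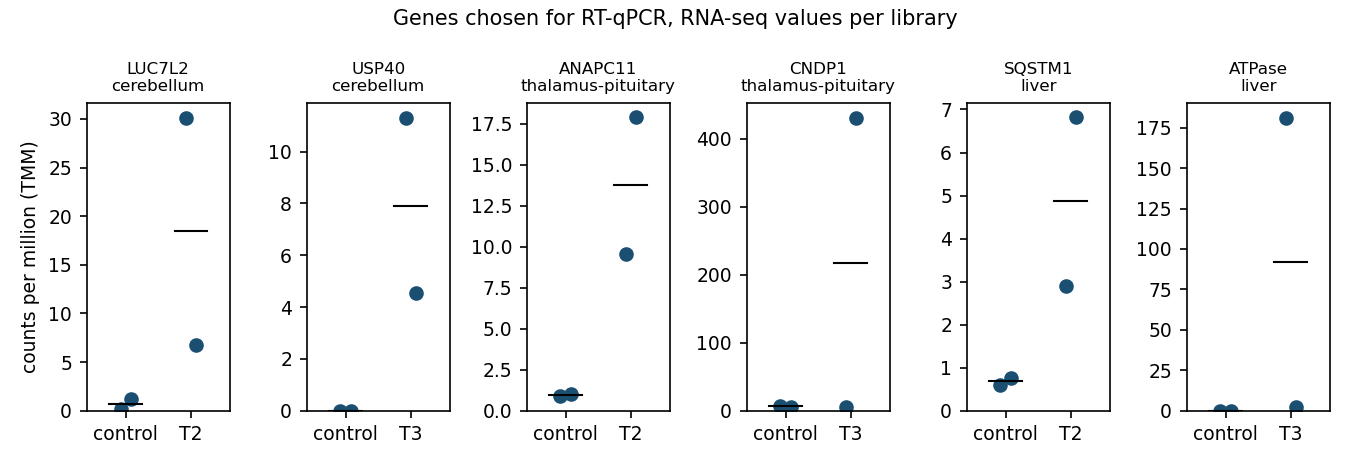
CPM after TMM scaling (vertical axes, each from 0) in the control and hormone libraries for the genes chosen for RT-qPCR, with LUC7L2 in place of LUC7L. Points are single libraries, 2 per group, and lines are their means; in CNDP1 and the ATPase 1 of the T3 libraries carries the difference.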

### Expression patterns in response to TH treatments

A hierarchical clustering analysis was conducted to determine the global expression patterns of transcripts following T2 and T3 treatment and across tissues (Fig. 2). There were clear patterns of gene expression as a result of the TH-treatments. These patterns were also tissue-specific, and transcripts from the CNS clustered more closely together when compared to the liver which was to be expected.

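The log2 fold changes of the 6 comparisons were clustered by average linkage on 1 minus Pearson's r. Of the 2532 genes past the threshold in any comparison, 2531 passed it in the liver, so this set was chosen almost wholly on the liver response. Over these genes, the first split put 2 of the 4 profiles of the CNS on a side without the liver, and the others with the liver. Ward linkage put all 4 on a side without the liver, as did average linkage over the 9368 genes tested in every comparison and over the 3032 genes called by the exact test without a filter in any comparison, a set chosen after the data were seen. The mean r between profiles of the cerebellum and the thalamus-pituitary was 0.14, and between a profile of the CNS and one of the liver 0.16, over the genes past the threshold. Over all tested genes these means were 0.26 and 0.16, and over the genes called by the exact test 0.15 and 0.11. When the 18 libraries were clustered by their log CPM over 19221 genes, the liver parted first and each tissue formed its own group. The mean r was 0.845 between the cerebellum and the thalamus-pituitary and 0.304 between the CNS and the liver. These correlations are across genes, which are not independent replicates.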

**Figure 2:**
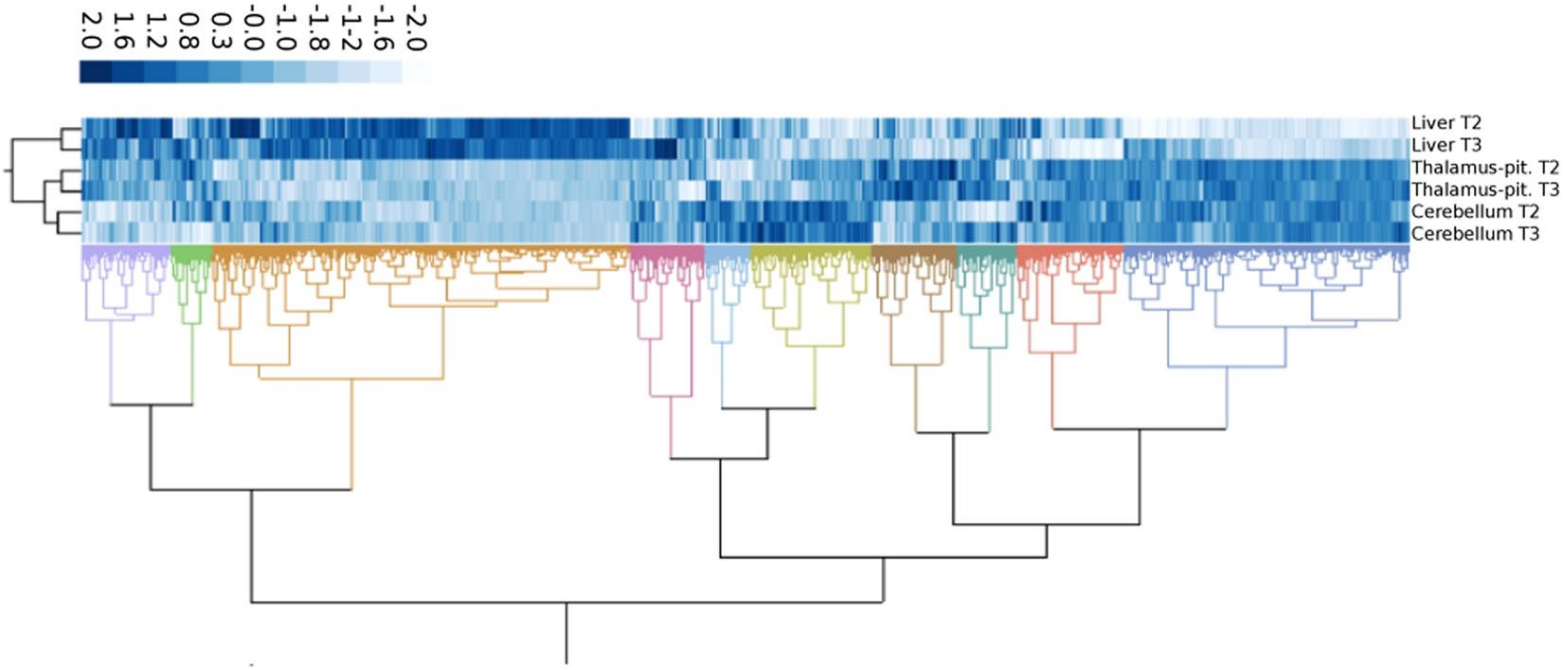
Global expression patterns in response to TH treatments. A heat map of hierarchical clustering conducted with logarithmic fold change of down- (dark blue) and up-regulated genes (light blue) per tissue.

In order to attain a more comprehensive assessment, we performed a cluster analysis using results from DEG. Normalised logarithmic fold change (logFC) of gene expression was used to compare TH treatments versus controls (Fig. 3). The benefit of this approach is to reduce the noise (i.e. reduce influence of false positives and negatives) and to more accurately describe the biological responses. The gene list of clusters can be found in Supplemental Data S5.

**Figure 3:**
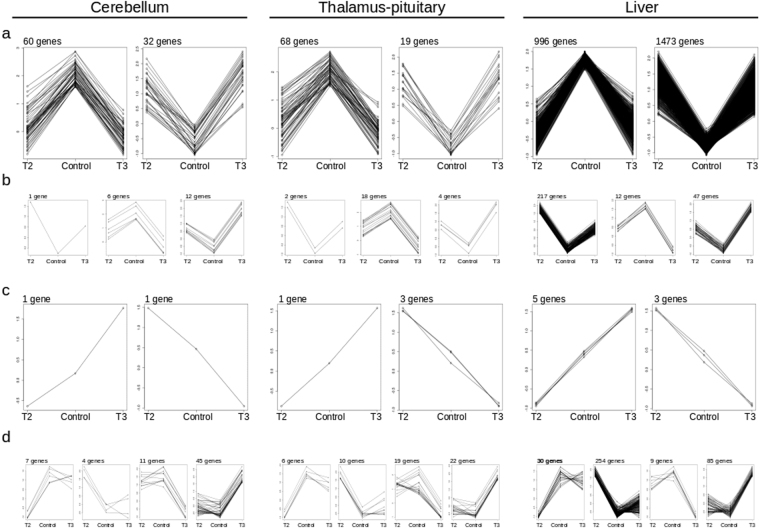
Specific expression patterns in response to TH treatments. Cluster analysis of logarithmic fold change of gene expression normalised and scaled (y-axis), comparing TH treatments versus controls (x-axis). (**a**) Cluster of genes regulated in the same direction, down (left box) or up (right box) by T2 and T3. (**b**) Cluster of genes regulated in the same direction with different magnitude of response. (**c**) Cluster of genes regulated in different directions by T2 and T3. (**d**) Cluster of genes regulated specifically by T2 or T3.

As shown in Fig. 3a, we first focused on genes that responded to both treatments. Cluster analysis clearly showed that the total number of TH-regulated genes (up- and down-regulated) was similar in the cerebellum and thalamus-pituitary, while there was a stronger transcriptional response in the liver. Furthermore, the CNS and liver displayed opposite trends, where the majority of these genes were down-regulated in the CNS but up-regulated in the liver. 

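Of the 1331 genes changed by both hormones in the liver, 873 were up-regulated by both, 456 were down-regulated by both and 2 went opposite ways, so that 65.6% were up-regulated. With libraries scaled by their total alone, 94.2% of 2005 such genes were up-regulated. Of the genes called with both hormones by the exact test without a filter, 2 were up-regulated and 14 down-regulated in the cerebellum, and 4 were up-regulated and 12 down-regulated in the thalamus-pituitary.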

We next focused on the genes that displayed comparable responses, but in which the amplitude of the response was significantly higher to one hormone treatment (Fig. 3b). Four clusters per tissue in which the response of up- and down-regulated genes was higher with either T2 or T3 were identified. These clusters represent a handful of genes in the CNS (~20 genes), and a larger number in the liver (~270 genes). 

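Among the liver genes changed by both hormones, the log2 fold change was larger with T2 in 1004 and with T3 in 327. In the direct comparison of the T2 and T3 libraries, 1 of them passed the threshold of edgeR's quasi-likelihood test. With the exact test without a filter, 41 of the 1539 liver genes called with both hormones passed it, and 0 of the 16 in the cerebellum and 0 of the 16 in the thalamus-pituitary did. Over all tested genes, 979 in the cerebellum, 975 in the thalamus-pituitary and 1270 in the liver had an unadjusted p-value under 0.05 between T2 and T3.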

Noteworthy was that the biological response was primarily tissue- and hormone-specific. For example, T3 induced the strongest transcriptional response (down-regulation) in the thalamus-pituitary but not in the liver, and T2 induced the strongest response (up-regulation) in the liver, but not in the other tissues. 

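Supplemental Data S5 lists 2 transcripts of the cerebellum and 4 of the thalamus-pituitary in clusters with opposite responses to T2 and T3. In the cerebellum, ENSONIT00000004104 measured 27.6 and 18.5 CPM in the controls, 38.3 and 41.7 with T2, and 0.538 and 0.648 with T3. Its direct T2 to T3 difference was 5.99 on the log2 scale (standard error 0.32, adjusted p = 0.00896 from edgeR's quasi-likelihood test), and as both T3 libraries held at most 3 counts, this fitted difference depends on the prior count. B2M (ENSONIT00000017834) in the cerebellum measured 26.3 and 19.3 CPM in the controls, 20.7 and 0 with T2, and 43.1 and 49 with T3 (edgeR adjusted p = 0.805). In the thalamus-pituitary, DYNLL1 (ENSONIT00000018100) measured 115 and 138 CPM with T2 and 11 and 10 with T3, a difference of 3.58 (standard error 0.16, adjusted p = 0.00177 from the same test of edgeR). Its controls measured 12.8 and 141, so that control 1 lay beside the T3 libraries and control 2 beside the T2 libraries. The same arrangement was found for RPS12 (ENSONIT00000000550), with 50.7 and 402 CPM in the controls, and for ENSONIT00000016163, with 10.7 and 90.2. GLRA2 (ENSONIT00000020215), the fourth, had too few counts to be tested.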

Cluster analysis also revealed that there were gene clusters that showed opposite regulation after T2 and T3 treatment, although the number of genes in the cluster was limited (Fig. 3c). 

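The transcripts that Supplemental Data S5 places in the clusters responding to T2 alone or T3 alone were compared directly between the T2 and T3 libraries. In the cerebellum 57 of 67 such transcripts had enough counts. Of these, 39 had an unadjusted p-value under 0.05 and 0 passed the threshold of edgeR's quasi-likelihood test, while the exact test without a filter called 22. In the thalamus-pituitary 53 of 57 were tested, 46 had an unadjusted p-value under 0.05, 3 passed the threshold and the exact test called 29. These transcripts had been chosen on the same libraries. The liver was not included, as its clusters are held only in part in the copy of the supplement used here.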

Finally, a significant number of genes (up to ~380 genes in the liver) displayed specific regulation by one hormone or the other (Fig. 3d), supporting the hypothesis that T2 and T3 regulate specific gene networks in different tissues of teleost fish.

### Transcriptional network analysis

To elucidate thyronine-specific physiological relevance based on expression patterns observed, we identified pathways and gene networks preferentially regulated by T2 and/or T3 by performing gene set enrichment analysis (GSEA) and sub-network enrichment analysis (SNEA). GSEA^12^ and SNEA^13^ are two complementary approaches; GSEA leverages gene ontology and annotated pathways for cell signalling, metabolism, and receptor signalling, while SNEA focuses on gene-gene interactions to build functional networks, resulting in the identification of networks related to a specific biological process. All data from the analysis can be found in Supplemental Data S6 and S7, respectively. For simpler outcome comprehension, results were manually classified into main “themes”. As shown in Tables 1 and 2, we identified pathways in which only T2- or T3-regulated genes were involved (specific pathways). In this context, T2 is mainly involved in pathways related to cell signalling and transcription, while T3 participates in regulating cell signalling, the immune system and lipid metabolism. 

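Whole pathways were not tested, because no set of Supplemental Data S6 could be matched to enough transcripts. Of its 228 sets over the 6 comparisons, 113 are listed in full, and the best matched had identifiers for 8 of 13 members (61.5%), under the 80% set as the limit. For cholesterol biosynthesis in the liver, 6 of 26 symbols had an identifier, all taken from genes that the study had picked from these libraries. Of the 6, 5 rose with both hormones, 3 of them past the threshold with T2 and 3 with T3. MSMO1 (edgeR adjusted p = 0.123 with T2 and 0.158 with T3) and MVK (edgeR adjusted p = 0.0691 and 0.158) rose without passing it. FDPS (ENSONIT00000008001) rose from 24.7 and 13.9 CPM in the controls to 639 and 699 with T2 and 402 and 273 with T3, with log2 fold changes of 5.02 (standard error 0.43, edgeR adjusted p = 0.0101) and 4.00 (standard error 0.43, edgeR adjusted p = 0.0135). MVD rose by 2.41 and 1.81 on the log2 scale (edgeR adjusted p = 0.0119 and 0.0187) and DHCR7 by 2.03 and 1.52 (edgeR adjusted p = 0.0244 and 0.0473). SOAT2 fell by 2.16 and 2.41 (edgeR adjusted p = 0.0486 and 0.0483). These changes are all larger than the shift between scalings.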

Pathways regulated by both T2 and T3 include transcription, translation, DNA replication and repair, lipid metabolism, amino acid metabolism, and others (Table 3). Predominantly in the liver, both hormones converge on regulating a given pathway.

**Table 1:** Gene set enrichment analysis of T2-regulated genes. The table shows specific pathways and the main processes for which genes participate in each tissue.

Pathway T2 specific	Main Theme	Cerebellum	Thalamus-p	Liver
Spindle Assembly	Cell growth and death			*
Telomere Maintenance		*		*
Actomyosin-based Movement	Cell motility			*
AdenosineR -> AP-1 signalling	Cell signalling		*	
CholecystokininR -> ELK-SRF signalling		*		
EDG3/5 -> AP-1/ELK-SRF signalling		*		
EndothelinRb -> AP-1/CREB/ELK-SRF signalling		*		
FrizzledR -> CTNNB signalling			*	
GNRHR -> ELK-SRF signalling		*		
ProstaglandinFR -> ATF1/ELK-SRF/CREB signalling		*		
PTAFR -> AP-1/ATF1/CREB/ERK-SRF signalling			*	
Double Strand DNA Non-Homologous Repair	DNA replication and repair			*
NGFR -> NF-kB signalling	Immune system		*	
Transcytosis	Membrane transport		*	
Endosomal Recycling		*		
Capecitabine and Fluorafur metabolism	Other	*		
Irinotecan metabolism		*		
Nicotinate and nicotinamide metabolism				*
Vitamin K metabolism				*
EGFR/ERBB3 -> MEF/MYOD/NFATC/MYOG signalling			*	
CHRAC Chromatin Remodeling	Transcription			*
NURD Chromatin Remodeling				*
NURF Chromatin Remodeling				*
SRCAP Chromatin Remodeling				*
SWI/SNF BRG1/BAF Chromatin Remodeling				*
SWI/SNF BRG1/PBAF Chromatin Remodeling				*

**Table 2:** Gene set enrichment analysis of T3-regulated genes. The table shows specific pathways and the main processes for which genes participate in each tissue.

Pathway T3 specific	Main Theme	Cerebellum	Thalamus-p	Liver
Lysine metabolism	Amino acid metabolism			
Phenylalanine and Tyrosine metabolism		*		
Ubiquitin-dependent Protein Degradation				*
Amino sugars synthesis	Carbohydrate metabolism			*
Galactose metabolism			*	*
Mannose metabolism			*	
L-sugars oxidation			*	
N-Glycan biosynthesis				*
Adherens Junction Regulation	Cell community			*
Gap Junction Regulation		*	*	*
Focal Junction Assembly			*	
Tight Junction Assembly (Occludin)				*
TLR -> AP-1 signalling		*		
TNFR -> CREB/ELK-SRF signaling		*		
Apoptosis	Cell growth and death	*		
Cleavage of Lamina in Apoptosis			*	
AGER -> CREB/SP1 signalling	Cell signalling		*	
AngiopoietinR -> STAT signalling			*	
CannabinoidR -> AP-1/EGR signaling				*
CCR1 -> STAT signalling			*	
CCR2/5 -> STAT signalling			*	
CCR5 -> TP53 signalling			*	
CD19 -> AP-1/ELK-SRF signalling				*
CholinergicRm -> CREB/ELK-SRF signaling				*
EctodysplasinR -> AP-1 signalling		*		
EctodysplasinR -> LEF1 signalling		*		
EGFR -> CTNND signalling			*	
EGFR/ERBB2 -> CTNNB signalling			*	
EGFR -> SMAD1 signalling			*	
EGFR -> ZNF259 signalling			*	
EphrinR -> actin signalling				*
ErythropoietinR -> ELK-SRF/FOS signalling				*
FcIgER -> NFATC1 signalling				*
FGFR1 -> STAT signalling				*
Guanylate Cyclase Pathway				*
IL1R -> STAT3 signalling			*	
IL8R -> CREB/EGR signalling				*
NeuropeptideYR -> ATF/CREB signalling				*
NeurotensinR -> ELK-SRF/AP-1/EGR signalling				*
NTRK -> FOXO/MYCN signalling				*
OxytocinR -> ELK-SRF/GATA/AP-1 signalling				*
SerotoninR1 -> FOS signalling				*
TachykininR -> ELK-SRF signalling				*
ThromboxaneR -> CREB signalling			*	
TNFRSF1A -> STAT signalling				*
VasopressinR2 -> MEF/MYOD/NFATC/MYOG signalling			*	
VEGFR -> NFATC signalling			*	
Single-Strand Nucleotide Excision DNA Repair	DNA replication and repair			*
Pyruvate metabolism	Energy metabolism		*	
Tricarboxylic acid cycle				*
AGER -> NF-kB signalling	Immune system		*	*
Alternative Complement Pathway				*
B-cell receptor -> NF-kB signalling				*
B-cell receptor -> NFATC signalling				*
CD19 -> NF-kB signalling			*	
Classical Complement Pathway			*	
EctodysplasinR -> NF-kB signalling		*		
FibronectinR -> NF-kB signalling			*	
GHR -> NF-kB signalling			*	*
IL12R -> NF-kB/NFATC signalling			*	
IL15R -> NF-kB/NFATC signalling			*	*
IL7R -> FOXO/NF-kB signalling			*	*
Lectin-induced Complement Pathway				*
MacrophageR -> CEBPB/NF-kB signalling				*
Mast Cell Activation				*
NK Cell Activation				*
PTAFR -> NF-kB signalling			*	
T Cell Activation				*
T-cell receptor -> AP-1 signalling				*
T-cell receptor -> NF-kB signalling		*		*
T-cell receptor -> NFATC signalling				*
TLR4/5/7/9 -> NF-kB signalling		*		
Ganglioside-type glycosphingolipid biosynthesis	Lipid metabolism			*
Globoside-type glycosphingolipid biosynthesis				*
Glycosylphosphatidylinositol(GPI)-anchor biosynthesis				*
Metabolism of triacylglycerols			*	
Omega-6-fatty acid metabolism			*	
Sphingolipid metabolism				*
Purine metabolism	Nucleotide metabolism			*
Ascorbate biosyntesis	Other		*	
Extracellular Matrix Turnover			*	
Ethanol metabolism			*	
Gonadotrope Cell Activation				*
Melanogenesis		*	*	*
Skeletal Myogenesis Control		*		*
Histone Ubiquitination	Transcription			*
Lacto- and neolacto-type glycosphingolipid biosynthesis				*
RNA Gene Silencing				*
mRNA Degradation				*
Secretory Pathway: Golgi Transport				*

**Table 3:** Pathways affected by both TH treatments. Enrichment analysis for transcripts regulated by both thyronines. The table shows specific pathways and the main processes for which genes participate in each tissue.

Pathway non-specific	Main Theme	T2 Cerebellum	T3 Cerebellum	T2 Thalamus-p	T3 Thalamus-p	T2 Liver	T3 Liver
Methionine metabolism	Amino acid metabolism			*		*	*
Selencompound biosynthesis						*	*
Tryptophan metabolism						*	*
Cell Cycle Regulation	Cell growth and death					*	*
Centriole Duplication and Separation						*	*
Kinetochore Assembly						*	*
Sister Chromatid Cohesion						*	*
Intermediate Filament Polymerization	Cell motility			*	*	*	
Atlas of signalling	Cell signalling					*	*
EphrinB -> JUN signalling			*	*			
GRM1/5 -> CREB signalling				*			*
Coagulation Cascade	Circulatory system		*		*	*	*
Hedgehog Pathway	Development			*		*	*
Chromosome Condensation	DNA replication and repair		*			*	
Direct DNA Repair						*	*
DNA Replication						*	*
Double Strand DNA Homologous Repair						*	*
Single-Strand Base Excision DNA Repair						*	*
Single-Strand Mismatch DNA Repair					*	*	*
TNFR -> NF-kB signalling	Immune system	*	*				
Biosynthesis of cholesterol	Lipid metabolism					*	*
Metabolism of glycerophospholipids and ether lipids		*			*		
Mevalonate pathway						*	*
Mitochondrial DNA Replication and Transcription	Mitochondrial processes					*	*
Mitochondrial Protein Transport						*	*
Mitochondrion Fusion and Fission					*	*	
Pyrimidine metabolism	Nucleotide metabolism					*	*
Nuclear Envelope	Other				*	*	
Pterine biosynthesis		*	*				
Skeletal Myogenesis Control			*				*
Histone Acetylation	Transcription					*	*
Histone and DNA Methylation						*	*
Histone Phosphorylation						*	*
Histone Sumoylation						*	*
INO80 Chromatin Remodeling						*	*
TRRAP/TIP60 Chromatin Remodeling						*	*
Co-translational ER Protein Import	Translation					*	*
Protein Folding						*	*
Protein Nuclear Import and Export						*	*
Translation						*	*

We also took the approach of determining whether or not there were enriched biological processes found within specific expression profiles (Fig. 3). All results are presented in Supplemental Data S8. While interpreting these data (i.e. clusters), it is important to note that it is based upon the direction of the regulation of participating genes within the cluster. This gene ontology analysis (Table 4) revealed that the cluster of T2/T3 down-regulated genes participates in the majority of enriched pathways within the three tissues, suggesting that there is a redundant response between the hormones that also correlates to the number of differentially expressed genes within this cluster. However, we also found tissue specific responses when we visualized the clusters, for example carbohydrate and energy metabolism were enriched in the liver. Moreover, for gene clusters in which only one thyronine had a regulatory effect, there were also enriched biological processes identified, including cerebellar cell signalling and mitochondrial processes for T3- and T2 down-regulated gene clusters, respectively.

**Table 4:** Pathways affected by clusters of TH-regulated genes. Gene set enrichment analysis for regulated transcripts by clusters. The table shows the main “themes” or processes represented by the transcriptome analysis in each tissue.

	Liver								Thalamus-pituitary								Cerebellum						
	T2/T3 Down	T2/T3 Up	T2 down	T3 down	T2 up	T3 up	T2 down/T3 up	T2 up/T3 down	T2/T3 Down	T2/T3 Up	T2 down	T3 down	T2 up	T3 up	T2 down/T3 up	T2 up/T3 down	T2/T3 Down	T2/T3 Up	T2 down	T3 down	T2 up	T3 up	T2 down/T3 up
Amino acid metabolism	*	*				*			*								*				*	*	
Carbohydrate metabolism	*																						
Cell community	*	*	*		*				*		*						*						
Cell growth and death	*	*	*	*	*		*		*		*	*		*		*	*	*	*	*		*	
Cell motility	*								*				*				*	*					
Cell signalling	*				*								*		*					*			
Circulatory system	*		*						*		*						*						
Development	*								*	*				*			*						
Differentiation	*								*								*						
DNA replication and repair	*	*	*		*				*				*										
Energy metabolism	*	*																					
Immune system	*	*	*	*	*				*								*			*	*		*
Lipid metabolism	*		*				*		*								*	*					
Membrane transport	*	*							*								*						
Mitochondrial processes	*	*																	*				
Nervous system	*								*								*			*			
Transcription	*	*		*	*		*	*	*								*				*		
Translation	*	*			*		*	*	*							*	*		*	*			
Xenobiotics													*										
Other	*	*			*				*	*							*	*		*		*	

## Discussion

Aside from the well-known extra-genomic actions^6,7,14^, data from our group^3,5^ and that of others^10^ support the hypothesis that T2 is a bioactive hormone, capable of acting at the nuclear level by interacting with the TR^3^. This is the first study to elucidate the role of T2 in fish physiology by identifying gene networks whose transcription is affected by T2, either directly or as a product of other transcription factors regulated by TH-treatment.

A strength of the present work is that fish were exposed to equimolar doses of T2 or T3 (25 nM in culture water). Although no hormone concentrations were determined in the present work, in our experience, this hormone concentration, as well as the short (12 h) exposure of the treatment does not induce a hyperthyroidal state^8^. Furthermore, zebrafish intramuscular T3 and T2 concentrations fall within the same range^14^, highlighting the differences between teleosts and mammals in terms of bioactive TH circulating levels. Together, these findings further support the importance of using low equimolar doses in TH treatments. Clear differences in gene regulation were observed, showing that these changes in TH availability were sensed in the liver and the CNS and induced gene expression modulation. TH action is determined by downstream regulators, which include TH transporters, deiodinases, TH receptors, among others. The regulation of these genes is sensitive to changes in TH availability. Unexpectedly, and possibly due to the strict statistical cut-off used, the expression levels of these genes were not significantly different in the RNA-seq data. However, when measured by qPCR in equivalent experimental protocols, genes that determine intracellular TH activation/inactivation (deiodinases 2 and 3, respectively) and transport (MCT8), or TH-dependent gene expression were modulated by T2 and T3 in a tissue-specific manner, further supporting the efficacy of the administration protocol (Supplemental Figure S9).

With the RNA-seq analysis, we identified genes whose expression was regulated by both THs, as well as genes exclusively regulated by T3 or T2. Gene responsiveness to TH treatment was markedly greater in the liver with a total of 2863 regulated genes, when compared with the CNS [cerebellum (169) and thalamus-pituitary (154)] (Fig. 1). This contrast between tissues is not surprising. It reflects in part the difference in TH influx; the liver exhibits a high blood inflow and is a major TH reservoir^15^, while the influx of systemic THs to the CNS is highly regulated in the brain blood barrier (BBB) by TH transporters^15,16^. Another factor that could account for the observed differences is the expression of TRα and TRβ. As depicted in (Supplemental Figure S9), these genes show different expression patterns in tissues of control fish, and are dynamically regulated in a TH- and tissue-specific manner, suggesting an interplay between gene activation or repression. Further studies are required to address this possibility. The differences in gene responsiveness to TH between tissues is consistent with the specific expression of the factors modulating TH signalling.

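In the liver 2464 of the genes changed by either hormone were tested with both, and in 2438 of them (98.9%) the T2 and T3 log2 fold changes had the same sign. Both changes are measured from the same controls. In 10 simulated sets of libraries with nothing changed, the genes of lowest p-value, as many as were called with each hormone, shared their sign in 82.5 to 85%. By the exact test after the low-count filter, the sign was the same in 98.5% of 3235 genes in the liver, 88.6% of 166 in the cerebellum and 86.7% of 150 in the thalamus-pituitary. The simulated shares were 80.7 to 82.4%, 84.1 to 93.3% and 85.4 to 92.6%, so a shared sign in the CNS was no more frequent than with nothing changed. These simulated shares were chosen after the real ones were seen.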

When visualizing the T2- and T3-expression patterns with cluster analysis, we observed that both hormones were mainly modulating the expression of the same genes and in the same direction (either down- or up-regulation). This redundancy was also observed in HepG2 cells for TRα1 and TRβ1, where these receptors regulated an overlapping set of genes in response to T3^17^. This functional overlap on gene-regulation between T2 and T3 (present study), or in HepG2 cells for TRα1 and TRβ1 could ensure the control of general TH-regulated cell processes, as seen in gene ontology analysis (e.g., lipid metabolism, DNA replication and repair, amino acid metabolism). Interestingly, we observed that some genes showed different amplitudes of response to T2 and T3 (Fig. 3b), while other gene clusters were regulated in opposite directions by these hormones (Fig. 3c). Considering that teleosts express two ligand-specific TR isoforms (T2 + L-TRβ1 or T3 + S-TRβ1)^5,18^, the difference in the magnitude of response for gene transcription could be explained as the recruitment of TR-specific coregulator complexes to the target gene promoters. The fact that other gene clusters are oppositely regulated by T2 and T3 also reflects different molecular mechanisms that favour TH pleiotropism and specificity. This notion can be illustrated by our observations with jun activation domain-binding protein1 (Jab1), which acts as a coactivator in the T2 + L-TRβ1 complex or as a corepressor in the S-TRβ + T3 complex^18^.

Network analysis revealed that a recurring theme that was enriched by both TH treatments, and in each of the three tissues, was that of immune-related processes. In mammals, various groups have described the relationship between the thyroid axis and the immune system, where THs, TSH (thyroid stimulating hormone), and TRH (thyrotropin-releasing hormone) modulate different immune functions in the CNS as well as in peripheral tissues^19–22^. In teleosts, the immunomodulatory role of TH is poorly understood; however, TRα and TRβ have been detected in isolated leukocytes from the head kidney and peripheral blood in the trout (*Oncorhynchus mykiss*), where TRα is higher expressed in immune organs and cells than in liver, whereas TRβ is predominantly expressed in liver, suggesting a tissue-specific function^23^. Furthermore, T3 was found to modulate several immune-related genes and pathways *in vivo*, suggesting complex cross-talk between the thyroid and immune systems that may be conserved among taxa, as well as immune regulation as a novel and previously non-described role for T2 in vertebrates^24^.

We identified transcripts that were specifically regulated by T3 or T2. A significant advance was made in identifying for the first time transcripts that are specifically T2-regulated in the CNS. In the cerebellum for example, among the T2 down-regulated genes are two members of the keratin family KRT1 and KRT2, which are known to be over-expressed in a TH-resistant mouse model^25^. 

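KRT1 and KRT2 could not be paired with a transcript. KRT20 (ENSONIT00000011699), one of the genes with the smallest p-value in this comparison, measured 35.8 and 31.7 CPM in control cerebellum and 3.14 and 4.17 with T2, a log2 fold change of -3.15 (standard error 0.28, adjusted p = 0.337 from edgeR's quasi-likelihood test). Its adjusted p-value ranged from 3.44e-09, with the exact test without a filter, to 0.866 over the alternatives, and was 4.95e-05 with DESeq2. The quasi-likelihood test without the low-count filter gave 0.00965 for KRT20. KRT6B (ENSONIT00000011496), chosen after its values were seen, measured 24.5 and 16.5 CPM in the controls and 1.26 and 3.58 with T2 (log2 fold change -2.89). With T3 both varied between replicates, KRT20 measuring 8.88 and 141 and KRT6B 4.04 and 140. In control thalamus-pituitary, KRT20 measured 106 and 2.04 CPM and KRT6B 78.2 and 4.09.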

Related pathways involving these proteins included those of cytoskeleton remodelling neurofilaments^26^. 

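Tankyrase (TNKS, ENSONIT00000014026) measured 46.2 and 58 CPM in control cerebellum and 19.5 and 21.9 with T2. The log2 fold change was -1.32 (standard error 0.21, adjusted p = 0.619 from edgeR's quasi-likelihood test), between -1.49 and -1.14 with each library left out in turn. Over the alternatives its adjusted p-value ranged from 0.00573, with the exact test without a filter, to 0.998. With T3 it measured 30.4 and 58.7 CPM, and the direct comparison of T2 with T3 gave an adjusted p = 0.73 from edgeR's quasi-likelihood test and 0.164 from the exact test.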

Another gene down-regulated by T2, one that is also involved in CNS development, is the poly-ADP-ribosyltransferase Tankyrase, a transcript involved in activating the Wnt signalling pathway. Under normal physiological conditions, this pathway is repressed, leading to appropriate myelination during differentiation of mammalian oligodendrocytes^27^. Lastly, transcription factor SRY-related HMG-box Sox2, is a gene down-regulated by T2, and it is involved in the regulation of embryonic development and in the determination of cell fate. Repression of Sox2 has been described as T3 + TRα1-dependent, promoting neural stem cell commitment and progression toward a migrating neuroblast phenotype in the sub-ventricular zone of adult mice^28^. Together, these results point to T2 as an important CNS modulator, involved in the myelination process, tissue neural differentiation, and in the control of proliferation/differentiation homeostasis. A conserved response was also observed between mammals and teleosts in terms of T3-regulated genes. For example, the gene coding for the synaptosome-associated protein SNAP25 was specifically down-regulated by T3 in both the tilapia cerebellum (present work) and in the developing rat brain, where suppression of SNAP25 transcription is required for proper neurite outgrowth and synaptogenesis^29^. 

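SNAP25 (ENSONIT00000003702) measured 1140 and 1890 CPM in control cerebellum, 1790 and 1330 with T2, and 780 and 884 with T3. With T3 the log2 fold change was -0.87 (standard error 0.23, adjusted p = 0.36 from edgeR's quasi-likelihood test) and lay between -1.20 and -0.45 with each library left out in turn. Its adjusted p-value ranged from 0.0247, with the exact test without a filter, to 0.407 over the alternatives. The direct comparison of T2 with T3 gave an adjusted p = 0.547 from edgeR's quasi-likelihood test and 0.000956 from the exact test without a filter. Another SNAP25 transcript (ENSONIT00000001609) had a log2 fold change of -0.63 with T3 in the thalamus-pituitary (standard error 0.14). Its adjusted p was 0.473 from edgeR's quasi-likelihood test, 0.0412 from the exact test without a filter and 0.00164 from DESeq2. With T2 its log2 fold change there was -0.29 (adjusted p = 0.807 from edgeR's quasi-likelihood test).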

The glial cell adhesion molecule HEPACAM is another gene differentially regulated by T3 in both mammals and teleosts. This gene is involved in myelination, cell motility, and cell-matrix interactions, and HepG2 cells stably expressing TRα and TRβ up-regulate HEPACAM transcription when treated with T3^17^.

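HEPACAM has no transcript under that symbol in the part of the supplement held here, and the nearest, HEPACAM2 (ENSONIT00000013634), was used, which may not be the gene that the paper means. In the cerebellum it measured 24.5 and 30.9 CPM in the controls, 35.8 and 17.1 with T2, and 3.23 and 7.12 with T3. With T3 the log2 fold change was -2.38 (standard error 0.39, adjusted p = 0.328 from edgeR's quasi-likelihood test), between -3.08 and -1.96 with each library left out in turn. The exact test without a filter gave an adjusted p of 5.58e-05, and the highest over the alternatives was 0.389. The direct comparison of T2 with T3 gave an adjusted p = 0.673 from edgeR's quasi-likelihood test and 0.0065 from the exact test.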

Furthermore, in recent work in hyperthyroid mouse liver, 493 genes were identified to be T3-regulated^30^. Notably, among these 493 genes, 124 were identified in our liver transcriptomic data as TH-regulated. Of those, 32 were specifically regulated by T2, 17 by T3, and 75 by both thyronines. In the pool of T2-specific regulated genes, we found cytochrome P450 1 A (cyp1a) and solute carrier family 22 member 7 (SLC22A7) to be differentially expressed in the liver. Both proteins are implicated in the xenobiotic biotransformation system (XBS). 

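The part of the supplement held here, which lacks the liver clusters that respond to T2 alone, pairs no transcript with CYP1A or SLC22A7, and CYP1A2 (ENSONIT00000003676), the nearest symbol, was used for the former and may not be the gene that the paper means. It measured 283 and 564 CPM in the control livers, 207 and 129 with T2, and 161 and 254 with T3. The log2 fold change was -1.43 with T2 (standard error 0.42, adjusted p = 0.0615 from edgeR's quasi-likelihood test) and -1.17 with T3 (standard error 0.40, adjusted p = 0.102 from edgeR, 0.131 from the exact test without a filter and 0.0351 from DESeq2). With libraries scaled by their total alone it was -0.81 with T2. Over the alternatives the adjusted p-value with T2 ranged from 0.00747, with DESeq2, to 0.237, and the exact test without a filter gave 0.0496. In the direct comparison of T2 with T3 the adjusted p was 0.797 from edgeR's quasi-likelihood test and 1 from the exact test.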

Interestingly, these two genes have also been identified as T2-responsive in T2 treated mice^10^. In contrast, of the 493 T3-regulated genes identified in the mouse liver^30^, only 7 were identified as differentially expressed in the tilapia CNS transcriptome, strengthening the hypothesis that tissue-specificity is a wider phenomenon in vertebrates for TH-mediated gene regulation. The multiple observed effects of both T2 and T3 in tilapia were in agreement with a recent transcriptomic analysis in the blue bream, in which T3 treatment elicited pleiotropic effects in liver and brain^31^, supporting the notion that THs act through different functional strategies leading to the modulation of several physiological aspects.

In summary, we demonstrated that, similar to T3, T2 regulates gene expression in the tilapia liver and CNS *in vivo*. 

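The genes in the authors' deposited tables with a false discovery rate under 0.05 were followed into the quasi-likelihood test on the same libraries. With T2, 36 of their genes in the cerebellum, 52 in the thalamus-pituitary and 2421 in the liver had enough counts to be tested. All of these changed in the direction of the deposited tables, and 36, 52 and 2409 had an unadjusted p-value under 0.05. After adjustment over all tested genes, 0 of them in the cerebellum, 0 in the thalamus-pituitary and 2023 in the liver passed the threshold of edgeR's quasi-likelihood test. With T3, 128, 109 and 1868 were tested, 128, 109 and 1860 had an unadjusted p-value under 0.05, and 0, 1 and 1419 passed the threshold.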

Under the conditions of the present work, we identified genes specifically regulated by T2 and T3, and many of these targets constitute novel transcripts that remain uncharacterized in tilapia. The expression profiles observed in response to TH treatment are tissue-specific, and the multiple functions that a gene can elicit are reflected in the many different pathways affected. Furthermore, conserved responses between mammals and teleosts highlight the importance of thyroidal systems for vertebrate homeostasis and support the relevance of T2 action as a key bioactive hormone.

## Materials and Methods

### Biological samples

Tilapia (*Oreochromis niloticus*) that were sexually undifferentiated juveniles ~4–6 g (16 weeks old, corresponding to the developmental stage of 3–4 weeks old pre-puberty mice) were kindly provided by the Quarentine Unit for Tilapia and Catfish at the “Universidad Michoacana de San Nicolás de Hidalgo, México”. Fish were kept for 1 month prior to the experiment in 10 L tanks with aerated freshwater at a temperature of 25 °C on a 12:12 h light:dark cycle and fed twice a day (~40 mg/fish per day) with a commercial diet (Sera Marin, Sera, Germany). All animal experimentation was conducted in accordance with accepted standards of humane animal care, and protocols and procedures regarding handling and euthanasia were reviewed and approved by the Animal Welfare Committee of the Instituto de Neurobiología, UNAM.

### Thyroid hormone treatments

All fish treatments were performed following an immersion protocol routinely used in our laboratory^3^. Treatment conditions were 25 nM of T2 or T3 (SIGMA) previously solubilised in 0.05 M NaOH and 12 h of exposure. This concentration in our experience only elevates intrahepatic T3 levels in less than 10% thus not altering the euthyroidal state^8,32^. To obtain the samples for transcript sequencing, 8 individuals/experimental group were treated by immersion using these experimental conditions. Two biological samples/experimental group were sequenced for liver, cerebellum and thalamus/pituitary. In the case of CNS tissues and due to the small size of the tissues, the biological samples consisted of 2 pools of 4 individuals each. For qPCR analysis, independent groups of fish (12 individuals/experimental group) were treated as described. Three biological samples/experimental group were analysed in duplicate for liver, cerebellum and thalamus/pituitary. For CNS tissues the biological samples consisted of 3 pools of 4 individuals each. In all cases, fish were euthanized, and the tissue samples were quickly removed for total RNA extraction.

### RNA extraction

Total RNA was extracted from brain regions and liver tissues with TRIzol (Invitrogen) according to the manufacturer’s recommendations. RNA purity and integrity was assessed on 1% agarose gels and the concentration was measured with a Nano-Drop ND-1000 UV-Vis spectrophotometer at 260 nm (Nano Drop Technologies). For each treatment (control group and T2- or T3-treated), ~50–70 mg of tissue was used for RNA preparation. Total RNA was extracted and RNase-free Dnase I (Invitrogen) was added to remove residual genomic DNA. RNA integrity was analysed via the Agilent 2100 Bioanalyzer with a minimum RNA integrated numerical value (RIN) of 7 (mean 8.03, SD ± 0.39).

### Preparation of cDNA library and RNA-seq

Libraries were generated using the Illumina TruSeq RNA Sample Preparation Kit according to the manufacturer’s instructions. Transcriptome sequencing was conducted using Genome Analyzer GAIIx (Illumina) at the genome sequencing facility of our university located at “Instituto de Biotecnología-UNAM”. A configuration for pair-end reads with a 72 bp read length was used. GEO accession number GSE96046.

### Bioinformatics analysis

Quality Control (QC) of raw reads was performed using FASTQC software^33^ and contamination and adapter removal was carried out using in-house Perl scripts. QC’ed reads were mapped using the Bowtie 1.1.2^34^ aligner to the annotated reference genome *Oreochromis_niloticus* (Orenil1.0.cds.all, 21,437 coding genes) CDS downloaded using BioMart from Ensembl repository database. Quantification and repetitiveness normalisation were carried out using eXpress software 1.5^35^. Total effective counts for each sample were merged; a matrix was generated using the “abundance_estimates_to_matrix.pl” Perl script included in the Trinity pipeline^36^. DEG analysis was performed using R Bioconductor tool edgeR^37^ through the “run_DE_analysis.pl” script from Trinity and the merged count matrix. Pairwise comparisons among each sample type (Control vs T2 or Control vs T3, each with its respective biological replicate) were performed. To determine DEG, a False Discovery Rate (FDR) of adjusted p < 0.05 was used.

### Cluster analysis

Clustering was carried out with a simple classifier, where normalised expression values are scaled so that the sum of gene expression values across experiments (average between biological replicates) is 0 and standard deviation (SD) equals 1.

1 $$E=\frac{{\rm{x}}-\bar{{\rm{x}}}}{SD}$$

The resulting expression profiles efficiently describe the gene response type independently of their absolute expression values (*i.e*. genes with a similar biological response will be clustered together, despite differences of expression levels). Clusters then correspond to each type of biological response, where genes are up-, down- or not- regulated after T2 or T3 treatment.

### Transcriptome networks and pathway analysis

For pathway analysis, the enrichment p-value cut-off was set at *p* < 0.05 for identifying enriched processes. Pathway Studio V9 (Elsevier) operating with the ResNet 11.0 database was used to obtain further insight into pathways affected by treatment to T2 or T3. This database is built primarily from mammalian data but also contains fish-specific transcripts. Official names for tilapia genes were mapped to the program using homologs for mammals. Although there are clear differences between fish and mammals and there are some genes that will have different/unique/novel roles in species, it is expected that the majority of gene function is conserved in vertebrates and it is much more powerful to leverage all of what we know in vertebrates in terms of gene function and relation, as opposed to a restricted subset (fish-specific data, for which there is vastly less than mammals). Literature evidence to construct relationships between genes and their functions were based largely on mammalian studies but also included evidence from other taxa. Enrichment analysis in Pathway Studio V9 was performed by GSEA and SNEA algorithms using the Mann–Whitney test with an alpha level = 0.05. The analysis used the function “highest magnitude fold change, best p-value”, to filter duplicate probes. These gene sets were defined based on prior biological knowledge of gene ontology and curated pathways. The Curated Reference Pathway Collection included cell process and metabolic pathways and gene ontology categories for biological processes and molecular functions.

### RT-qPCR validation of DEG

The mRNA was reversed transcribed (RT) (M-MLV, Promega) from 2 µg of total RNA using an oligo(dT) primer (final volume of 25 µl). Quantitative PCR was carried out in duplicates in two independent assays using β-Actin as an internal standard^38^ in reactions that contained 1 µl of the RT reaction, 6 µl Maxima SYBR Green/ROX qPCR Master Mix (Fermentas, Waltham, MA, USA), and 500 nM forward and reverse primers in a final volume of 12 µl. PCR protocols and oligonucleotides used for gene amplification are specified in Supplementary Data S10. In all cases, a gene-specific standard curve was used, in a Step One instrument for detection and data analyses according to the manufacturer’s instructions (Applied Biosystems®). For each experimental sample, the mRNA concentration was expressed as molecules per microgram of total mRNA used in the RT reaction (2 µg), obtained by comparison with the standard curve and normalized to the concentration of β-actin. A group of 6 differentially expressed genes (see above) was selected for further validation by RT-qPCR, using criteria that included > 2.5 fold change and an FDR < 0.05, as well as information as to their tissue- and treatment-specificity. All PCR quantifications were carried out in at least two independent assays.

## Electronic supplementary material

Supplemental Data S1, Supplemental Figure S2, Supplemental Figure S4, Supplemental Figure S9 and Supplemental Data S10

Supplemental Data S3

Supplemental Data S5

Supplemental Data S6

Supplemental Data S7

Supplemental Data S8

# Supplementary material for: Differential transcriptome regulation by 3,5-T2 and 3′,3,5-T3 in brain and liver uncovers novel roles for thyroid hormones in tilapia
**Source:** Sci Rep. 2017 Nov 8;7:15043. doi: 10.1038/s41598-017-14913-9
**Supplement:** Supplementary file 1 — Supplemental Data S1, Supplemental Figure S2, Supplemental Figure S4, Supplemental Figure S9 and Supplemental Data S10

**Supplemental Data S1, Supplemental Figure S2, Supplemental Figure S4, Supplemental Figure S9 and Supplemental Data S10.**

**From: Differential transcriptome regulation by 3,5-T2 and 3',3,5-T3 in brain and liver  
uncovers novel roles for thyroid hormones in tilapia**

Olvera A.<sup>1</sup>, Martyniuk C. J.<sup>2</sup>, Buisine N.<sup>3</sup>, Jiménez-Jacinto V.<sup>4</sup>, Sanchez-Flores A.<sup>4</sup>, Sachs  
L.M.<sup>3</sup>, Orozco A.<sup>1</sup>

| Supplemental Data S1. RNA-seq statistics |           |             |              |          |
|------------------------------------------|-----------|-------------|--------------|----------|
| Library                                  | Treatment | Total reads | Mapped reads | Mapped % |
| C1_Cerebellum                            | Control   | 14514391    | 5755251      | 47.05    |
| C1_Liver                                 |           | 4225598     | 1820404      | 49.15    |
| C1_Thalamus-pit                          |           | 14504830    | 5741832      | 47.37    |
| C2_Cerebellum                            |           | 7689739     | 2582045      | 39.92    |
| C2_Liver                                 |           | 12107526    | 5612476      | 54.55    |
| C2_Thalamus-pit                          |           | 16506206    | 5167001      | 38.43    |
| T2_1_Cerebellum                          | T2        | 4822691     | 1659861      | 40.56    |
| T2_1_Liver                               |           | 9212482     | 3737020      | 52.34    |
| T2_1_Thalamus-pit                        |           | 13576605    | 4453499      | 40.69    |
| T2_2_Cerebellum                          |           | 13314607    | 5443278      | 48.33    |
| T2_2_Liver                               |           | 10770374    | 4231626      | 49.85    |
| T2_2_Thalamus-pit                        |           | 15314627    | 5075196      | 41.26    |
| T3_1_Cerebellum                          | T3        | 11232070    | 3701764      | 40.69    |
| T3_1_Liver                               |           | 11823010    | 5713968      | 58.99    |
| T3_1_Thalamus-pit                        |           | 14834362    | 5866975      | 48.29    |
| T3_2_Cerebellum                          |           | 15221025    | 4640154      | 38.14    |
| T3_2_Liver                               |           | 11230279    | 5285284      | 57.91    |
| T3_2_Thalamus-pit                        |           | 10310338    | 3023411      | 37.36    |

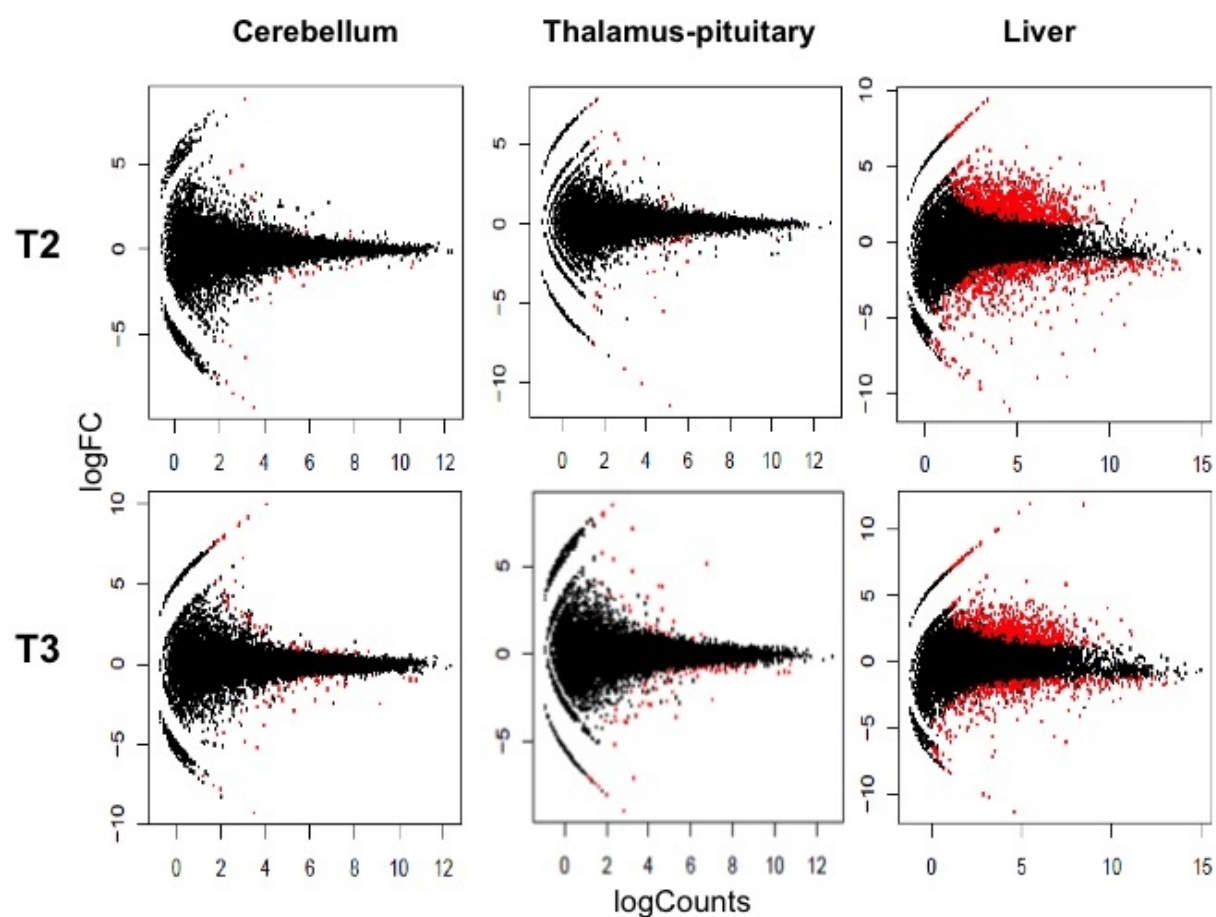

**Supplemental Figure S2. MA plot of differentially regulated genes by T2 or T3.** Data represents individual gene response plotted as logarithmical fold change (*logFC*) vs. total counts (*logCounts*) of mRNA, FDR < 0.05.

**a**

Cerebellum

| T2 LFC     | T3 LFC     |
|------------|------------|
| LUC7L 4.39 | -          |
| -          | USP40 8.02 |

Thalamus-Pit.

| T2 LFC     | T3 LFC    |
|------------|-----------|
| APC11 3.80 | -         |
| -          | ANSN 5.12 |

Liver

| T2 LFC      | T3 LFC       |
|-------------|--------------|
| SQSTM1 2.73 | -            |
| -           | ATPase 11.86 |

**b**

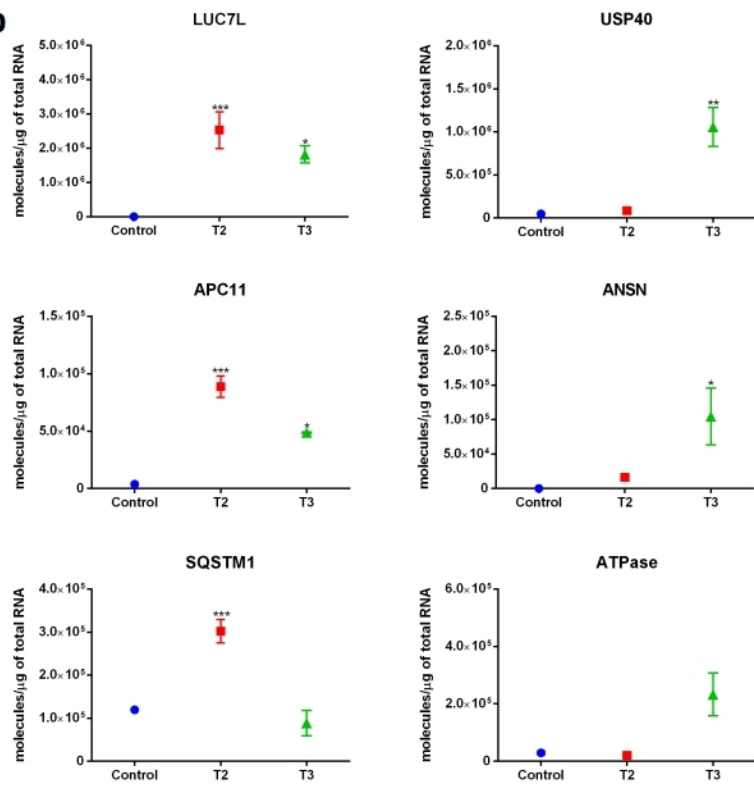

**Supplemental Figure S4. RNA-seq validation by RT-qPCR.** a) Logarithmic fold change (LFC) value of selected genes specifically up-regulated by T2 or T3 in RNA-seq data. b) mRNA expression of selected genes, expressed as molecules per microgram of total RNA. Values are means ± SEM of two independent assays. Significance is indicated  $p = * < 0.01$ ;  $p = ** < 0.001$ ;  $p = *** < 0.0001$  vs. control.

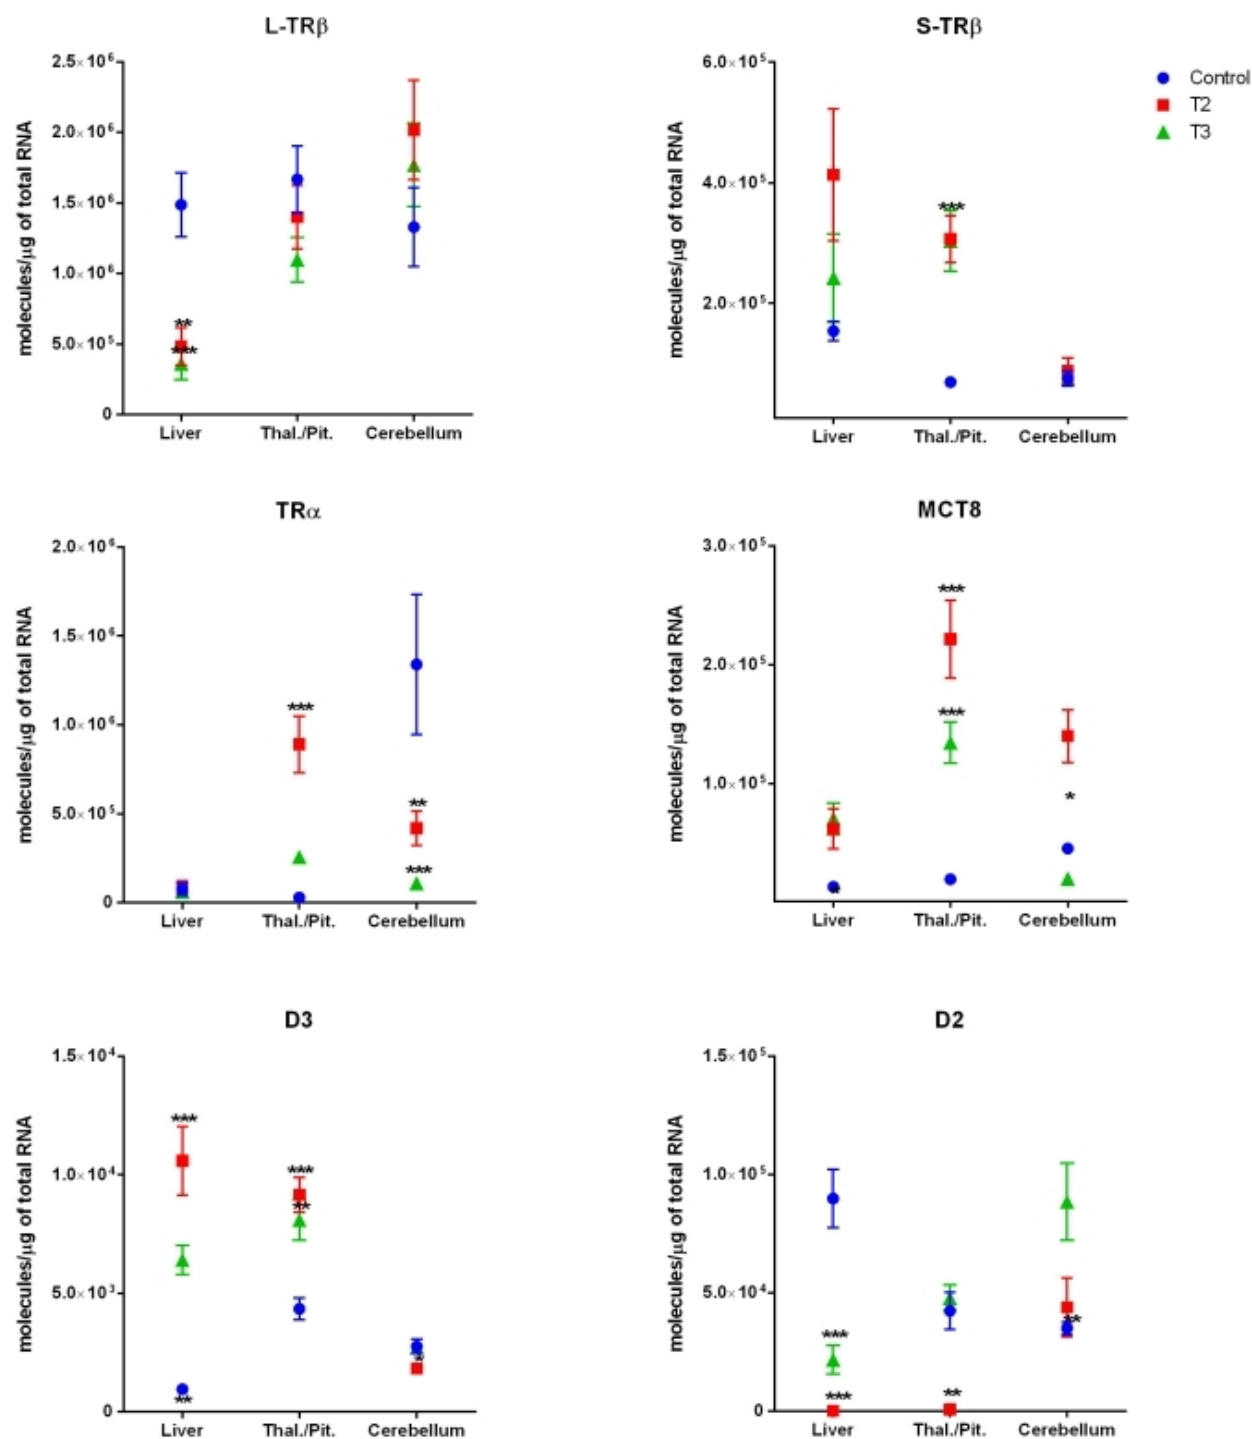

**Supplemental Figure S9. qPCR of genes related to TH signalling.** mRNA expression of selected genes, expressed as molecules per microgram of total RNA. Values are means  $\pm$  SEM of two independent assays. Significance is indicated  $p = * < 0.01$ ;  $p = ** < 0.001$ ;  $p = *** < 0.0001$  vs. control.

Supplemental Data S10. PCR protocols and oligonucleotides for qPCR

| gene                 | oligonucleotide 5'--> 3' | PCR protocol                                          | product |
|----------------------|--------------------------|-------------------------------------------------------|---------|
| Luc7-like            | fw GGAAGCTTCACCTCGGCTT   | 10s at 95°, 10s at 60°C,<br>10s at 72°C for 40 cycles | 107 bp  |
|                      | rv TCGTCTCTTTAAGCGCTCCT  |                                                       |         |
| USP40                | fw CGTCTGCAAGGAGTGTGGAA  | 10s at 95°, 10s at 60°C,<br>10s at 72°C for 40 cycles | 154 bp  |
|                      | rv TGCACAGCGGTACAGGTTAT  |                                                       |         |
| APC11                | fw GGTCAGTGCTCCCACTGTTT  | 10s at 95°, 10s at 60°C,<br>10s at 72°C for 40 cycles | 118 bp  |
|                      | rv AGTCATCTCCCGCCTTGAAC  |                                                       |         |
| Anserinase           | fw CCTTCCATCCTGCTGCTCAT  | 10s at 95°, 10s at 60°C,<br>10s at 72°C for 40 cycles | 134 bp  |
|                      | rv TTGCTGGAGTCGCTTTTCGAT |                                                       |         |
| Sequestosome 1       | fw GAGCATACGAGCAGTGAGGG  | 10s at 95°, 10s at 60°C,<br>10s at 72°C for 40 cycles | 108 bp  |
|                      | rv CTGTCCCGTCAGGATCAGC   |                                                       |         |
| ATPase H+/K+ ex.     | fw GCCTCCAGTGTCTCATGTGG  | 10s at 95°, 10s at 60°C,<br>10s at 72°C for 40 cycles | 141 bp  |
|                      | rv AACAAACCGTTACCACGACA  |                                                       |         |
| THRB (long isoform)  | fw GTGAAGGAAGCTAAGCCTGA  | 10s at 95°, 10s at 61°C,<br>10s at 72°C for 40 cycles | 232 bp  |
|                      | rv CACAAGGCAGCTCACAGAAC  |                                                       |         |
| THRB (short isoform) | fw GCGGAAATTCCTGCCTGAG   | 10s at 95°, 10s at 61°C,<br>10s at 72°C for 40 cycles | 135 bp  |
|                      | rv GCAGCTCACAGAACATGGGC  |                                                       |         |
| THRA                 | fw GCAGGACTCTAACCCATCA   | 10s at 95°, 10s at 61°C,<br>10s at 72°C for 40 cycles | 96 bp   |
|                      | rv GTCATGCTCTTCACCGAACA  |                                                       |         |
| MCT8                 | fw GCTAACGTTCAAGCCTCTGC  | 10s at 95°, 10s at 61°C,<br>10s at 72°C for 40 cycles | 134 bp  |
|                      | rv ACTCGGTATGTGACGATGTGA |                                                       |         |
| D2                   | fw GAAACTTGCTGTGAGGC     | 10s at 95°, 10s at 61°C,<br>10s at 72°C for 40 cycles | 249 bp  |
|                      | rv CTCGTCGATGTAGACCAG    |                                                       |         |
| D3                   | fw GCATCGCTGTTTGAAGACAG  | 10s at 95°, 10s at 61°C,<br>10s at 72°C for 40 cycles | 125 bp  |
|                      | rv TCTCAAAGTAGGCTCCGTACG |                                                       |         |
| β-ACTIN              | fw ACTTCGAGCAGGAGATGG    | 10s at 95°, 10s at 60°C,<br>10s at 72°C for 40 cycles | 170 bp  |
|                      | rv GGTGGTTTCGTGGATTCC    |                                                       |         |

How the deposited data were processed for this re-analysis (not part of the article)

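Gene expression was measured by RNA-seq in the liver, cerebellum and thalamus-pituitary of tilapia kept for 12 h with 25 nM T2, with 25 nM T3 or without hormone, in 2 libraries per group and 18 in all. Each library of the cerebellum or thalamus-pituitary pooled 4 fish and each library of the liver came from 1 fish. The authors cleaned the reads, mapped them with Bowtie to the coding sequences of Orenil1.0 and quantified transcripts with eXpress. For each library they deposited 1 effective count per transcript, the estimated count adjusted for the part of a transcript from which fragments could come, without normalization between libraries. These counts were analysed here, as in the paper. The authors also deposited their edgeR tables of each hormone against the control in each tissue, with a log2 fold change, a log2 CPM value, a p-value and its false discovery rate for each transcript. These tables were compared with the results and not used to make them, except that the ATPase transcript was chosen by its log2 fold change in them.

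Effective counts were rounded to whole numbers. Their totals ranged from 1568851 to 6585242 per library, with a median of 4915862. A single count stood for between 0.152 and 0.637 CPM, and a group in which every library held at most 3 counts was treated as being at the floor, so that a fold against it is a lower bound. With 2 libraries per group, values of both libraries are given in place of an SD. Differences between the libraries of a group hold counting error and the spread between samples together.

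Fits used R 4.3.3, edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1. Each hormone was compared with the control in each tissue, and T2 with T3, in the 4 libraries concerned. Transcripts were kept by filterByExpr (smallest count 10, smallest summed count 15), scaled by TMM and tested with edgeR's quasi-likelihood test. Interaction terms between liver and each CNS tissue were fitted to 8 libraries. The p-values were adjusted by the Benjamini-Hochberg method and an adjusted p-value under 0.05 was taken as the threshold. Correlations between responses used log2 CPM with a prior count of 2. The tests were checked on simulated libraries with the means and spread of the real ones, 100 draws per tissue for correlations and 10 for counts of genes. The DESeq2 counts without change and the tests of recovery used a single draw.

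Alternatives were fixed before the deposited counts were examined, but after the authors' supplementary fold changes and clusters had been read. They were edgeR's exact test with and without the low-count filter, DESeq2 with its size factors, no low-count filter, RLE size factors, scaling by the library total alone, all 6 libraries of a tissue in 1 fit, the replicate number as a block, counts thinned to the shallowest library, effective counts not rounded, separate controls for each hormone, a prior count of 0.5, another linkage or gene set for the clustering, and leaving out each library in turn. A block that crosses the replicate numbers, and the genes called by the exact test as a set for the clustering, were added after the data were seen.

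Genes are named by a rule fixed at the same time. It takes every gene that the paper names from its RNA-seq data and the TH signalling genes it discusses, where a transcript can be paired with the name. For each comparison it adds the 3 genes with the largest change among those past the threshold, or the 3 with the smallest p-value where none passed it, when both hormone libraries lay on the same side of both controls. Symbols were paired with identifiers only through the part of Supplemental Data S5 held here, which gives 1646 pairs, because none of the 42644 genes in the RefSeq gene table available carries an Ensembl identifier. Of the transcripts without a symbol that the rule gives, 6 are not described. The deiodinases, THRA, THRB, SOX2, KRT1, KRT2 and SLC22A7 had no pair in that part, which does not show that the full supplement has none. 1 item is not reported here.

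Marker lists were used as checks. They were written before the deposited counts were examined, but after the fold changes of globins, FOS and other listed genes had been seen in the authors' supplement, so they are not independent of those values. They cover blood, exocrine pancreas, stomach, epithelium and skin, connective tissue and bone, skeletal muscle, pituitary hormones, retina and lens, immediate-early genes, the circadian clock, cholesterol synthesis, lipogenesis, the fasting response, ribosomal proteins, proliferation and TH signalling. The pathway sets of Supplemental Data S6, the networks, the liver clusters and the RT-qPCR measurements were not analysed here. Transcript lengths and positions were not in the files.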

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

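The tests of depth, replicate spread and shared controls were planned before their results were seen, with the authors' supplementary fold changes already read. The regrouping of libraries and the tests on handling and on feeding or sampling time were chosen only afterwards.

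The responses of the liver to T2 and T3 differed from those of the CNS by the interaction test of edgeR's quasi-likelihood model. With T2 the response differed in 1259 genes between liver and cerebellum and in 1651 between liver and thalamus-pituitary. With T3 it differed in 781 and 840 genes. The paper compares numbers of differentially expressed genes between tissues and does not report a test of this difference.

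A smaller spread between replicates in the liver was argued against by the biological coefficient of variation, which was 0.331 with T2 and 0.307 with T3 in the liver and between 0.195 and 0.221 in the CNS. Unequal depth was argued against by thinning all libraries to 1 total, after which 2126 genes with T2 and 1461 with T3 passed the threshold in the liver, while the CNS gave 0, 0, 0 and 1 (694, 1382, 798 and 1135 with an unadjusted p-value under 0.05). Scaling changed the size of the difference and did not remove it. With libraries scaled by their total alone, 2126, 2343, 1602 and 1659 genes differed between the liver and the CNS. The 10 most abundant transcripts took between 14.7% and 18.8% of the counts in the liver and between 3% and 3.6% in the CNS.

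Regrouping the liver libraries so that each group held 1 control and 1 hormone library gave at most 2 genes with T2 and 5 with T3 by the exact test without a filter, so that only 1 of the 3 groupings of the T2 comparison, and 1 of the 3 of the T3 comparison, gave as many genes as the real one. With 3 groupings this share cannot fall below 1 in 3. In the liver the nearest library to each of the 6 libraries was its own replicate, against 2 of 6 in the cerebellum and 1 of 6 in the thalamus-pituitary, where chance gives 1.2.

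A larger response of the liver to both hormones is the explanation that the design names, and it stays open. A difference between the control and treated fish other than the hormone may also have contributed, since the log2 fold change of immediate-early genes in the liver had a median of -2.13 with T3. Control liver 1 less control liver 2 had a median of -1.05 for the same genes. That list has identifiers for 7 of 17 genes only, so the test decides nothing, and handling or sampling that differed between tanks cannot be told apart from the hormone. Each liver library came from 1 fish and each library of the CNS from 4, so tissue and pooling are confounded in the spread between replicates.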

How the results depend on the processing

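The alternatives were fixed before the deposited counts were examined, with the authors' supplementary fold changes already read, except the crossed block and the gene set of the exact test named below. All counts are genes with an adjusted p-value under 0.05. Unless a value shows it, the cause was not tested. With RLE size factors, and with effective counts not rounded, every count of genes changed by a hormone stayed within 1.5 times its value.

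The largest movement came from the choice of test. In the cerebellum and thalamus-pituitary, where the quasi-likelihood test gave 0, 0, 0 and 1 genes, edgeR's exact test gave 45, 168, 66 and 128 with the low-count filter and 37, 140, 54 and 110 without it, and DESeq2 gave 17, 92, 20 and 63. DESeq2 left some tested genes without an adjusted p-value, among them UNC79 and TOP2A in the cerebellum with T3. Its counts therefore do not differ by the test alone. For T2 against T3, the exact test without the filter gave 98, 78 and 271 genes in cerebellum, thalamus-pituitary and liver in place of 2, 9 and 10, and DESeq2 gave 54, 58 and 198. Genes changed by both hormones in the CNS rose from 0 and 0 to 16 and 16 with that exact test and to 6 and 8 with DESeq2. With DESeq2 the T3 response of the liver differed from that of the cerebellum and thalamus-pituitary in 1337 and 1469 genes. The liver counts against control stayed within 1.5 times their value under all 3 of these tests. In a single draw of simulated libraries without change, the exact test called 30, 28 and 21 genes in cerebellum, thalamus-pituitary and liver. DESeq2 called 9, 12 and 13, and the quasi-likelihood test 2, 8 and 1. Over 10 draws the quasi-likelihood test called at most 10, 8 and 8. The exact test then called at most 47, 53 and 30 with T2 and 45, 43 and 32 with T3.

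Without the low-count filter, the quasi-likelihood test gave 6 genes with T2 and 5 with T3 in the cerebellum, 1 of them with both, and 1307 and 1018 in the liver, 806 with both. Between T2 and T3 it gave 5 genes in the cerebellum and 0 in the liver (1384 with an unadjusted p-value under 0.05). The correlation of the responses in the liver was 0.817.

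With libraries scaled by their total alone, T3 changed 2392 genes in the liver, 2005 were changed by both hormones, and 28 differed between T2 and T3. The response of the liver differed from that of the cerebellum in 2126 genes with T2 and 1602 with T3, and from that of the thalamus-pituitary in 1659 with T3.

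With all 6 libraries of a tissue in 1 fit, 1 gene was changed by T3 in the cerebellum, and 1, 0 and 19 genes differed between T2 and T3 in cerebellum, thalamus-pituitary and liver (904 in the thalamus-pituitary with an unadjusted p-value under 0.05). Thinned to the shallowest library of the comparison, T2 and T3 differed in 5 genes in the cerebellum and 20 in the liver, in place of 2 and 10.

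The replicate numbers do not pair the samples by anything in the labels, and deviations of same-numbered libraries correlated between -0.19 and 0.16 across genes within tissues. Between the cerebellum and thalamus-pituitary they correlated at 0.25 in the controls, 0.1 with T2 and 0.02 with T3, and immediate-early genes were lower in replicate 1 than in replicate 2 in all 6 groups of the CNS, so a difference that goes with the number in these 2 tissues is not excluded. With the replicate number as a block, 2 genes were changed by T3 in the cerebellum and 0 in the thalamus-pituitary (1684 with an unadjusted p-value under 0.05). In the liver 1525 were changed by T2, 837 by T3 and 718 by both. Between T2 and T3, 0 genes differed in the cerebellum (861 with an unadjusted p-value under 0.05) and 24 in the liver. The response to T2 differed between liver and thalamus-pituitary in 1082 genes, and the response to T3 between liver and cerebellum in 400 and between liver and thalamus-pituitary in 462. A gene lost with the block is not shown to have a weaker effect, and why the counts fell was not tested. A crossed block in the cerebellum with T2, chosen after the correlation of -0.19 was seen, gave 0 genes (926 with an unadjusted p-value under 0.05).

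With separate controls for T2 and T3, the correlation of the responses was -0.03 and -0.06 in the cerebellum, -0.027 and 0.04 in the thalamus-pituitary, and 0.537 and 0.543 in the liver. Leaving out 1 library at a time gave 0.322 to 0.655 in the cerebellum, 0.404 to 0.675 in the thalamus-pituitary and 0.809 to 0.9 in the liver, and the value of 0.655 was that without control replicate 1. A prior count of 0.5 moved these correlations by less than their spread over left-out libraries. In the clustering of the 6 responses, 2 of the 4 CNS profiles fell on a side without the liver, and Ward linkage and the use of all tested genes each gave 4. The value of 2 was over 2532 genes, of which 2531 passed the threshold in the liver. The genes called by the exact test without a filter, a set chosen after the data were seen, also gave 4.

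For the 45 log2 fold changes of named genes, 184 of 225 values under 5 alternatives kept their direction and side of the threshold, 37 passed the threshold where they had not before, 3 no longer passed it and 1 reversed. Of the 37, 22 came from the exact test without a filter and 11 from DESeq2. Of 180 values with 1 library left out, 146 lay within 1 standard error. The sign changed in 10 results, of which 8 are given here. CNDP1 in thalamus-pituitary with T3 was -0.40 without T3 replicate 2. In cerebellum with T3, KRT20 was -1.92 and KRT6B -2.33 without T3 replicate 2, and TNKS was 0.17 without T3 replicate 1. In thalamus-pituitary with T3, KRT20 was 4.31 and KRT6B 2.77 without control replicate 1. In cerebellum with T2, SNAP25 was -0.29 without control replicate 1 and HEPACAM2 0.39 without T2 replicate 2.

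The camera and fry tests of pathway sets could not be run, since no set had enough identifiers. Fits without 1 library leave a group with a single library and give no count of genes. Depth limits the rarest transcripts, since 1 count stood for 0.637 CPM in the shallowest library.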

Differences from the paper's values

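In the cerebellum 0 genes were changed by either hormone (758 with T2 and 1703 with T3 had an unadjusted p-value under 0.05), and the paper's number is 169. For T2 alone the number was 0 against the paper's 22, and for T3 alone 0 against the paper's 130. Of the 10 alternatives set before the deposited counts were examined, edgeR's exact test with the low-count filter (193, 25 and 148 genes) and without it (161, 21 and 124) came within 1.5 times of the paper's values. DESeq2 (103, 11 and 86), no low-count filter (10, 5 and 4), RLE size factors, scaling by the library total alone, all 6 libraries in 1 fit, the replicate block, thinned counts and counts not rounded did not.

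In the thalamus-pituitary 1 gene was changed by either hormone, and the paper's number is 154. For T2 alone the number was 0 (1034 with an unadjusted p-value under 0.05) against the paper's 40, and for T3 alone 1 against the paper's 96. Of the same 10 alternatives, the exact test with the filter (174, 46 and 108 genes) and without it (148, 38 and 94) came within 1.5 times of the paper's values, and DESeq2 (75, 12 and 55) and the other 7 did not.

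In the CNS the share of genes changed by both hormones was 0% of the genes changed by either, against the paper's 12%. The genes changed by either were 0 in the cerebellum and 1 in the thalamus-pituitary. With so few genes this share says nothing about the paper's value. The exact test with the filter gave 10.9% and without it 10.4%, each within 1.5 times of the paper's value. Without the low-count filter the quasi-likelihood test found 1 gene changed by both hormones in the cerebellum, of 10 changed by either, and 0 in the thalamus-pituitary, of 1. This gave 9.1%, also within 1.5 times of the paper's value, but it rests on 1 gene. DESeq2 gave 7.9% and did not, nor did the other alternatives that gave any gene. Those others gave at most 2 genes changed by either hormone in a tissue.

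Several genes that the paper gives as changed did not pass the threshold here. In the cerebellum USP40 with T3 (adjusted p = 0.328 from edgeR's quasi-likelihood test), TNKS with T2 (0.619) and SNAP25 with T3 (0.36) were called by the exact test without a filter (0.000684, 0.00573 and 0.0247). ANAPC11 in the thalamus-pituitary with T2 (adjusted p = 0.803 from edgeR) was called by that exact test (3.88e-05) and by DESeq2 (0.00148), and CNDP1 with T3 (0.527) by that exact test (0.0108). In the liver, SQSTM1 with T2 (adjusted p = 0.0648 from edgeR) was called by that exact test (0.0472) and with libraries scaled by their total alone (0.0281). The ATPase transcript with T3 (0.107) was called by that exact test (7.58e-06) and with the replicate block (0.0209). The paper also measured USP40, APC11 (ANAPC11), anserinase (CNDP1), SQSTM1 and the ATPase by RT-qPCR in separate fish. It reports a significant change there for all but the ATPase. Those measurements were not analysed here. LUC7L, HEPACAM and CYP1A have no transcript under those symbols in the part of the supplement held here and are not compared.

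The paper's numbers for genes changed by either hormone exceed those in the authors' deposited tables, which give 161, 149 and 2856 genes.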

Other observations

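The tests of shared controls and of stomach and epithelial tissue were planned before their results were seen, with the authors' supplementary fold changes already read. All other tests in this part were chosen only after the result was seen.

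The T2 and T3 responses correlated across genes in all 3 tissues. In the cerebellum and thalamus-pituitary the shared control libraries could account for this, since with separate controls the correlation was at most -0.03 in the cerebellum and 0.04 in the thalamus-pituitary, within the ranges up to 0.028 and 0.041 that simulated unchanged groups gave. The other arrangement of controls gave -0.06 in the cerebellum, below that range. With both controls shared, the thalamus-pituitary gave 0.511, just above the highest of 100 unchanged draws, 0.509. The cerebellum gave 0.434, below the lowest of its draws, 0.466. In the liver the correlation was 0.543 with separate controls, against at most 0.035 in simulated unchanged groups. Shared controls alone are therefore argued against in the liver. A response common to both hormones or another difference between control and treated fish stays open there.

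Of the genes that edgeR's exact test called after the low-count filter, the 45 in the cerebellum with T2 did not exceed the highest of 10 simulated sets of libraries with nothing changed, which was 47, so these calls may be no more than that test makes by itself. The 168 in the cerebellum with T3, the 66 in the thalamus-pituitary with T2 and the 128 with T3 exceeded the highest simulated counts of 45, 53 and 43, which argues against this as the whole source. When the 4 libraries of a comparison were regrouped so that each group held 1 control and 1 hormone library, 2 of the 3 groupings gave as many calls of the exact test without the filter as the real one in the cerebellum with T2 (163 against 37, with the deeper libraries, control 1 and T2 replicate 2, grouped together) and 2 of the 3 in the thalamus-pituitary with T3 (129 against 110). In the cerebellum with T3 and the thalamus-pituitary with T2, only the real one of the 3 did (1 of 3). With 3 groupings no such share can fall below 1 in 3.

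In 6 of the 9 transcripts that differed between T2 and T3 in the thalamus-pituitary, the controls lay over 4-fold apart, with control 1 beside the T3 libraries and control 2 beside the T2 libraries. This is what differences between libraries other than the hormone would give, and such differences may account for these 6 transcripts. In the cerebellum 6 of the 9 transcripts were arranged the same way, but only 3 of these are among the first 6. In the liver 8 of the 9 were lower with T2 than with T3. A variant carried by some fish, or reads assigned differently between similar transcripts, was not tested, because neither sequences nor transcript lengths were in the files. The other 3 of the 9 were COX5B, SELK (ENSONIT00000002306) and BANF1 (ENSONIT00000002213), in which both controls of the thalamus-pituitary lay beside the T2 libraries. In the cerebellum their controls lay over 4-fold apart, 1 beside each hormone, so such differences may also account for these 3.

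Marker lists were tested as sets, but none has identifiers for 80% of its genes, and the identifiers come only from genes that the study picked from these libraries, so none of these tests decides. Stomach tissue in a liver library could account for the ATPase transcript, and the stomach list has identifiers for 0 of 12 genes. Epithelial tissue in the control brain pools could account for the keratins, and the epithelium and skin list has 1 of 17. Less blood in the treated samples could account for the fall of globins. The blood list (5 of 12) had median log2 fold changes of -0.87 with T2 and -0.99 with T3 in the cerebellum, -0.79 and -0.94 in the thalamus-pituitary, and -1.29 and -1.31 in the liver. Less exocrine pancreas in the treated livers could account for the fall of pancreatic enzymes in the liver (9 of 19 genes, 11 transcripts, -1.78 and -1.28), and control liver 1 exceeded control liver 2 by a median of 1.57 on the log2 scale. What keeps each of these open is the missing identifiers.

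Immediate-early genes (7 of 17) were lower with both hormones, with medians of -1.02 with T2 and -1.36 with T3 in the cerebellum, -0.62 and -0.61 in the thalamus-pituitary, and -1.96 and -2.13 in the liver, where control 1 less control 2 had a median of -1.05. Handling or sampling that differed between the control and hormone tanks could give this pattern, as could the hormones, and these cannot be told apart with this list. In the cerebellum and thalamus-pituitary, replicate 1 was lower than replicate 2 in every group, by medians between -0.93 and -0.39.

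In the liver the lists of cholesterol synthesis (6 of 24) and lipogenesis (3 of 11) had medians of 1.77 and 1.32, and of 2.00 and 1.94, with T2 and T3, and the fasting response (11 of 21) had -2.23 and -1.59. The 2 controls differed too, control liver 1 less control liver 2 having a median of -1.83 for lipogenesis (lower in all 4 transcripts), 0.63 for cholesterol synthesis and -0.55 for the fasting response, so the lipogenesis values are about as large as a difference between single control fish. Feeding state or sampling time that differed between the control and treated fish could give this as well as the hormones. The circadian clock list (5 of 20), tested against that, had medians of -0.03 and -0.03 in the cerebellum, -0.19 and -0.11 in the thalamus-pituitary, and -1.30 and -0.89 in the liver, and decides nothing for want of identifiers.

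Of the remaining lists, ribosomal proteins (17 of 34) had medians of -1.50 and -1.29 in the liver, proliferation (10 of 20) 2.24 and 0.63, and TH signalling (4 of 17) -1.38 and -1.07. Control liver 1 less control liver 2 had a median of -2.22 for proliferation (lower in all 10 transcripts), about as large as the change with T2, and 0.68 for ribosomal proteins. In the cerebellum and thalamus-pituitary the proliferation list had -0.97 and -1.07, and -0.57 and -0.85, with all 10 transcripts lower in each comparison, while control 1 less control 2 had medians of -0.15 and 0.04. The connective tissue and bone list (5 of 14) had -2.24 and -1.02 in the thalamus-pituitary, where control 1 exceeded control 2 by 1.71. Skeletal muscle (1 of 13), pituitary hormones (0 of 10) and retina and lens (0 of 13) had too few identifiers to give a median. No explanation was tested for these.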
